# Cryptic developmental events determine medulloblastoma radiosensitivity and cellular heterogeneity without altering transcriptomic profile

**DOI:** 10.1038/s42003-021-02099-w

**Published:** 2021-05-21

**Authors:** Daniel Shiloh Malawsky, Seth J. Weir, Jennifer Karin Ocasio, Benjamin Babcock, Taylor Dismuke, Abigail H. Cleveland, Andrew M. Donson, Rajeev Vibhakar, Kirk Wilhelmsen, Timothy R. Gershon

**Keywords:** Cancer genomics, CNS cancer

## Abstract

It is unclear why medulloblastoma patients receiving similar treatments experience different outcomes. Transcriptomic profiling identified subgroups with different prognoses, but in each subgroup, individuals remain at risk of incurable recurrence. To investigate why similar-appearing tumors produce variable outcomes, we analyzed medulloblastomas triggered in transgenic mice by a common driver mutation expressed at different points in brain development. We genetically engineered mice to express oncogenic *SmoM2*, starting in multipotent glio-neuronal stem cells, or committed neural progenitors. Both groups developed medulloblastomas with similar transcriptomic profiles. We compared medulloblastoma progression, radiosensitivity, and cellular heterogeneity, determined by single-cell transcriptomic analysis (scRNA-seq). Stem cell-triggered medulloblastomas progressed faster, contained more OLIG2-expressing stem-like cells, and consistently showed radioresistance. In contrast, progenitor-triggered MBs progressed slower, down-regulated stem-like cells and were curable with radiation. Progenitor-triggered medulloblastomas also contained more diverse stromal populations, with more *Ccr2*+ macrophages and fewer *Igf1*+ microglia, indicating that developmental events affected the subsequent tumor microenvironment. Reduced mTORC1 activity in *M-Smo* tumors suggests that differential *Igf1* contributed to differences in phenotype. Developmental events in tumorigenesis that were obscure in transcriptomic profiles thus remained cryptic determinants of tumor composition and outcome. Precise understanding of medulloblastoma pathogenesis and prognosis requires supplementing transcriptomic/methylomic studies with analyses that resolve cellular heterogeneity.

## Abstract (web summary)

Malawsky, Weir et al. compare medulloblastomas that form in mice engineered to express *SmoM2*, a constitutively active component of the Sonic hedgehog signaling pathway, starting in either neural progenitor or stem cells. Medulloblastomas in the two models show similar bulk transcriptomic profiles, but contain different fractions of tumor stem cells and different myeloid populations, and demonstrate different therapeutic responses.

## Introduction

Medulloblastoma, the most common malignant pediatric brain tumor, is typically treated with surgery, radiation, and chemotherapy, which are effective in 80–90% of patients. However, individual patients face a significant risk of treatment failure despite uniform treatment, and the causes of treatment failure are incompletely understood. Transcriptomic studies have identified four major subgroups of medulloblastoma: WNT, SHH, group 3, and group 4^1^. Each subgroup has a different prognosis, but within each subgroup, outcomes for individuals are heterogeneous^2^. The factors that determine the variable outcomes for patients with similar-appearing medulloblastomas are unclear. We tested the possibility that different outcomes of medulloblastoma therapy can be determined by developmental events that are cryptic at the time of presentation.

SHH-subgroup medulloblastomas are grouped together because they show similar patterns of gene expression in bulk transcriptomic studies, indicating SHH pathway activation. Despite sharing a common oncogenic pathway, patients with SHH-subgroup medulloblastomas show different responses to treatment, with ~20% developing incurable recurrence. It is not clear whether differences in outcome are stochastic or driven by determinants that remain to be identified. Age of onset, however, is a factor that clearly influences prognosis within each subgroup^2^, suggesting a potential effect of developmental timing on tumor behavior.

Prior studies in genetically engineered mice show that cerebellar granule cell progenitors (CGNPs) are proximal cells of origin for SHH-driven medulloblastoma^3,4^. CGNPs are a population of SHH-responsive, committed neural progenitors that derive from the rhombic-lip, migrate to the external granule layer (EGL) of the cerebellum, and then proliferate rapidly in response to SHH ligand secreted by the Purkinje neurons^5,6^. CGNPs proliferate in the first two weeks of life in mice, or the first year of life in humans, to generate the cerebellar granule neurons (CGNs) the largest neuronal population in the brain^7^. Mutations that hyperactivate SHH signaling in CGNPs cause familial medulloblastoma in humans and recapitulate medulloblastoma formation in mice, providing genetically faithful primary tumor models^3,4,8^.

Importantly, CGNPs are not a homogeneous population. While the EGL is predominantly populated by ATOH1 (AKA MATH1)-expressing progenitors, a small subset of NESTIN+/ ATOH1- cells reside in the EGL^9^. These EGL cells are typically quiescent in vivo but proliferate in response to SHH pathway activation and can give rise to SHH-driven medulloblastoma^9^. Moreover, the ATOH1+ cells of the EGL comprise different subsets^10,11^, including a transient subpopulation that expresses the stem cell marker SOX2 and may be particularly vulnerable to SHH-driven tumorigenesis^11^. CGNPs are thus a heterogeneous population with varying oncogenic potential.

The developmental origins of medulloblastoma can be analyzed by pairing different Cre drivers with conditional mutations of the SHH receptor components *Ptc* and *Smo* directing SHH hyperactivation to broad lineages that include CGNPs or more narrow lineages within the CGNP population. For example, *hGFAP-Cre* targets a lineage of neuroglial stem cells throughout the brain that includes both ATOH1+ CGNPs and NESTIN+/ATOH1− cells of the EGL^12,13^. *Math1-Cre*, in contrast, targets the ATOH1-expressing CGNPs^14–16^, including the SOX2+ subset^11^. A prior study compared the effects of deleting *Ptc* either in neural stem cells in *hGFAP-Cre/Ptc*^*loxP/loxP*^ mice or in CGNPs in *Math1-Cre/Ptc*^*loxP/loxP*^ mice^17^. Both genotypes developed medulloblastoma with 100% penetrance and in *hGFAP-Cre/Ptc*^*loxP/loxP*^ where SHH was hyperactivated throughout the brain, tumors developed only in the cerebellum. Similarly, inducing a Cre-dependent, constitutively active allele of *Smo* (*SmoM2*) in either stem cells or CGNPs, using respectively *hGFAP-Cre* or *Math1-Cre*, resulted in medulloblastoma with 100% penetrance and no other brain tumors^18^. These studies show that the EGL population is uniquely competent to undergo SHH-mediated tumorigenesis and that cells with hyperactivation of SHH signaling prior to the formation of the EGL must advance along the CGNP developmental trajectory by migrating to the cerebellar surface before giving rise to tumors^17,18^.

Medulloblastomas initiated by *hGFAP-Cre* in stem cells progress faster than medulloblastomas initiated by *Math1-Cre*, producing a shorter EFS despite occurring in the same location and showing similar pathology and gene expression profile^17,18^. Similarly, medulloblastomas initiated by conditional activation of *SmoM2* either prenatally, using *hGFAP-Cre*, or postnatally, using tamoxifen-inducible *Math1-CreER*, are histologically and molecularly indistinguishable, but show different propensities for anchorage-independent growth in vitro^19^. In these studies, SHH-driven medulloblastomas triggered early, in stem cells or later, in progenitor cells, show overall similarities but also specific differences.

The different survival times when tumors are triggered with *hGFAP-Cre* or *Math1-Cre* suggest that the timing of the oncogenic event can act as a cryptic factor that produces clinically relevant effects that persist throughout the generations of tumor cells. We tested the clinical relevance of this possibility by comparing the responses to therapy of medulloblastomas initiated in either stem cells or neural progenitors, and by subjecting both types of tumors to scRNA-seq analysis. We show that timing of tumor initiation within the lineage trajectory of GFAP+ stem cells to ATOH1+ progenitors influences the cellular heterogeneity within the resulting tumors, without detectably altering average gene expression profiles, producing tumors that appear similar but contain divergent sub-populations with different tumor-stromal interactions and treatment responses.

## Results

### Similar pathology and gene expression in medulloblastomas from progenitors or stem cells

To initiate an oncogenic stimulus in CGNPs, we bred *SmoM2* mice with *Math1-Cre* mice to generate *Math1-Cre/SmoM2* (*M-Smo*) pups. To initiate an oncogenic stimulus earlier in brain development in pluripotent stem cells that give rise to CGNPs, we bred *SmoM2* mice to *hGFAP-Cre* mice to generate *hGFAP-Cre/SmoM2* (*G-Smo*) pups. Both *M-Smo* and *G-Smo* genotypes developed cerebellar tumors with 100% frequency and all tumors showed the small, round blue cell morphology typical of medulloblastoma and tendency to invade adjacent brain (Fig. 1a).

**Fig. 1:**
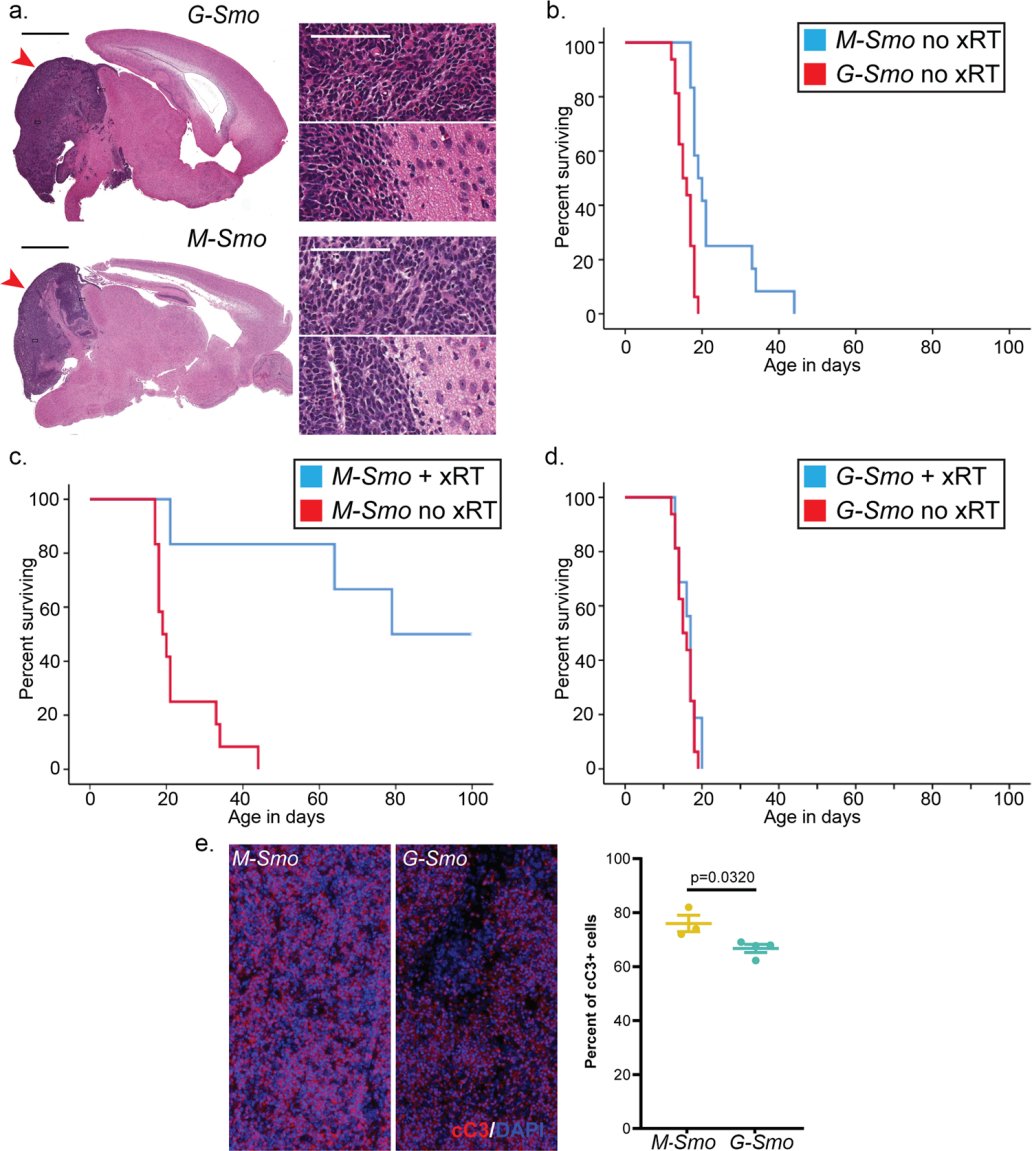
M-Smo and G-Smo tumors show similar histology but different rates of progression and responses to treatment. **a** Representative sagittal H&E-stained sections of each genotype at P15, with tumors highlighted by red arrowheads. Insets show regions within the tumors and regions at the tumor interface with the adjacent brain. Scale bars = 2 mm, or 100 µm in insets. **b**–**d** Kaplan–Meier curves comparing **b** survival of untreated mice of each genotype, **c** survival of *M-Smo* mice with and without xRT, and **d** survival of *G-Smo* mice with and without xRT. **e** Representative images of cC3 IHCin the indicated genotypes, 3 hours after xRT, and quantification of replicates. Scale bars = 25 µm. Log-rank test was used to compare survival times in **b**–**d** and Student’s *t*-test was used in **e**. Dots represent values for individual replicates, bars indicate the means, and whiskers indicate the SEM.

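RNA from 6 *G-Smo* and 6 *M-Smo* tumors, harvested untreated at P15, was hybridized to Affymetrix Mouse Gene 2.1 ST arrays, 1 array per tumor. In *G-Smo* mice the *hGFAP-Cre* transgene, and in *M-Smo* mice the *Math1-Cre* transgene, switches on the oncogenic *SmoM2* allele. The authors' deposited values are log2 intensities per probe set after robust multi-array averaging (RMA), which corrects background, brings the arrays to a common distribution and summarizes the probes of each probe set. Each of 41345 probe sets had a value in all 12 arrays. The array medians were 6.39 to 6.42 in *G-Smo* tumors and 6.38 to 6.41 in *M-Smo* tumors. The platform annotation gave 1 gene symbol to 23521 probe sets, several to 1814 and none to 16010, and only probe sets with 1 symbol are named. The genotypes were compared with limma on the log2 values without any further normalization or filter, with Benjamini-Hochberg adjustment over all probe sets. All log2 differences are *G-Smo* minus *M-Smo*. A 2-fold threshold was also applied, because every fold in Supplementary Data 1 lies above 2. Gene lists for pathways and cell types were fixed before the data were examined, and 313 of their 370 genes had a probe set of their own. In simulated data of the same size, limma recovered 56.7% of log2 changes of 0.5, 88.1% of changes of 1 and 100% of changes of 2, and the number of arrays limits the precision of each difference.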

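Of 20 measured genes of fibroblasts and meninges, 8 were lower in untreated *G-Smo* than in untreated *M-Smo* tumors at an adjusted p under 0.05 from limma, none was higher and 12 did not pass (12 lower when adjusted over the list alone). Camera did not call this list against the other genes (adjusted p = 0.222 with an estimated correlation). For 3 of the 20, *Slc6a13*, *Slc13a4* and *Dcn*, the values in the paper's table had been seen beforehand. *Slc6a13*, a GABA transporter of the meninges, had a log2 intensity of 7.57 ± 0.23 (SD, n = 6) in *G-Smo* tumors and 8.65 ± 0.15 (SD, n = 6) in *M-Smo* tumors. This is a log2 difference of -1.08 (standard error 0.11, adjusted p = 0.000377). *Slc22a6*, an organic anion transporter, differed by -0.96 (adjusted p = 0.0028), and *Dcn*, which encodes the matrix proteoglycan decorin, by -0.79 (adjusted p = 0.00399). Of 10 astrocyte genes, 4 were lower, none was higher and 6 did not pass (6 lower when adjusted over the list alone; adjusted p = 0.222 with an estimated correlation). *Clu*, which encodes clusterin, differed by -0.53 (adjusted p = 0.0201). *Gfap*, an intermediate filament of astrocytes, differed by -0.75 (adjusted p = 0.0282), and its call was lost when any 1 of 5 tumors was left out (highest adjusted p = 0.0665) and with a score of sex-linked genes in the model (adjusted p = 0.0812). Of 14 endothelial genes, 3 were lower, none was higher and 11 did not pass (1 higher and 6 lower when adjusted over the list alone; adjusted p = 0.222 with an estimated correlation). *Cdh5*, which encodes the cadherin of endothelial junctions, differed by -0.33 (adjusted p = 0.0137). The mean log2 value of the fibroblast list was lower in every *G-Smo* tumor than in every *M-Smo* tumor, as was that of the endothelial list (two-sided exact permutation test, adjusted p = 0.00952 over 22 lists for each).

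**Figure D1:**
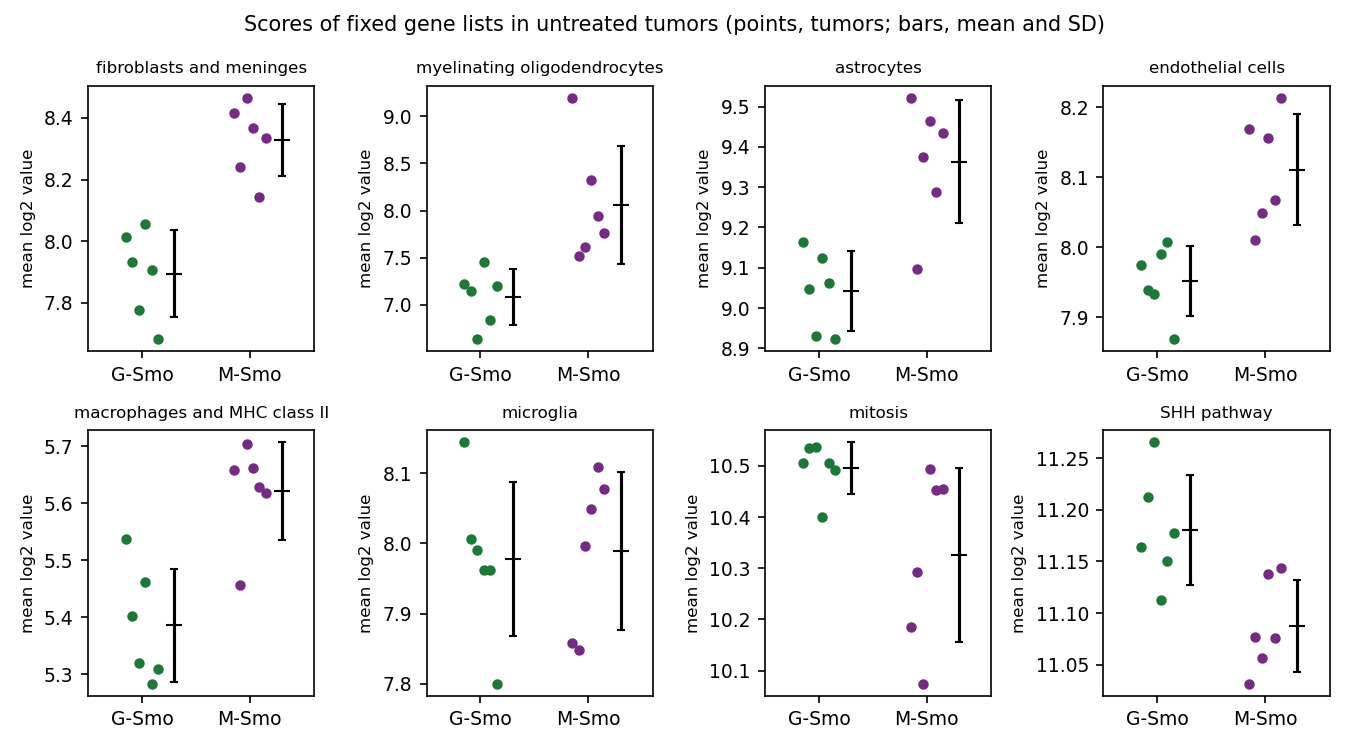
Mean log2 value of the measured genes of 8 gene lists in each untreated tumor. The vertical axis of each panel is the mean log2 intensity, points are the 6 *G-Smo* and 6 *M-Smo* tumors, and bars give the mean and SD. The fibroblast scores run from 7.68 to 8.06 in *G-Smo* tumors and from 8.14 to 8.46 in *M-Smo* tumors, and the vertical axes do not start at 0.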

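Over all 41345 probe sets, 1057 (2.56%) differed between untreated *G-Smo* and *M-Smo* tumors at an adjusted p under 0.05 from limma, 525 of them higher and 532 lower in *G-Smo* tumors (430 higher among 1088 after quantile normalization). Their median fold was 1.35. A fold of 2 or more was reached by 64 of them (0.155%), 43 higher and 21 lower in *G-Smo* tumors. This direction did not hold when only probe sets with 1 gene symbol were tested, where 11 of 29 were higher. With identical probe sets counted once, 35 of 56 were higher. Of these 64 probe sets, 26 were annotated to 1 gene, 3 to several genes and 35 to none. The protein-coding genes annotated alone to a probe set among the 1057 numbered 604. The labels give no sex of the mice, and the level of *Xist*, the RNA of the inactive X chromosome, was high in 5 of 6 *G-Smo* tumors and 2 of 6 *M-Smo* tumors. With a score of sex-linked genes in the model 420 probe sets differed, 48 of them by 2-fold or more. The 1057 became 609, 503, 367 and 452 without *G-Smo* replicate 2, 3, 5 or 6, and 676 and 596 without *M-Smo* replicate 5 or 6, while the 64 became 50 to 89 with any 1 tumor left out.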

Microarray comparison of gene expression in samples from 6 *M-Smo* and 6 *G-Smo* tumors showed similar transcriptomic profiles with 64/41349 probes sets detecting statistically significant signals, representing 33 identified transcripts (Supplementary Data 1). One of these differentially expressed transcripts, *Protamine 1* (*Prm1*) was included within the *hGFAP-Cre* transgene, and thus expected to be differentially detected. 

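*Prm1*, probe set 17328118, encodes a protamine that packs DNA in sperm. Its log2 intensity was 10.32 ± 0.18 (SD, n = 6) in untreated *G-Smo* tumors and 5.48 ± 0.23 (SD, n = 6) in untreated *M-Smo* tumors. The log2 difference of 4.84 (standard error 0.11, adjusted p = 1.63e-10 from limma) is a fold of 28.7. Every *G-Smo* tumor lay above every *M-Smo* tumor (two-sided exact permutation test, p = 0.00216, the smallest p that 6 tumors against 6 allow). With each tumor left out in turn, the difference stayed between 4.78 and 4.90. Another 9 probe sets with no gene symbol, which share 1 set of values, had a log2 difference of 4.80 (27.9-fold, adjusted p = 7.98e-10).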

Finding differential *Prm1* provided an internal validation of the assay while finding only 32 other differential transcripts demonstrated the high similarity between the tumors. Similarly, the same workflow applied to the previously published microarray datasets from *G-Smo* and *M-Smo* tumors^18^ identified 66 out of 45105 probe sets, representing 54 differentially detected transcripts (Supplementary Data 2). 

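Among probe sets with 1 gene symbol that passed the test, apart from *Prm1* and from predicted, numbered and small RNA genes, *Rnf43* and *Myo7a* had the largest differences among genes higher in *G-Smo* tumors, and *Isl1*, *Mag* and *Mobp* among genes lower in them. *Rnf43*, which encodes a ubiquitin ligase that removes Wnt receptors, had a log2 intensity of 8.75 ± 0.27 (SD, n = 6) in *G-Smo* tumors and 7.36 ± 0.23 (SD, n = 6) in *M-Smo* tumors, a log2 difference of 1.39 (standard error 0.13, adjusted p = 0.000377 from limma). *Wif1*, which encodes a secreted Wnt inhibitor, differed by 1.07 (standard error 0.23, adjusted p = 0.0295). *Myo7a*, an unconventional myosin, differed by 1.37 (adjusted p = 0.00799). *Trim55*, *Cavin2*, *Gpnmb* and *Edaradd* were higher by 1.00 to 1.08. *Pou4f1*, which encodes a transcription factor of sensory neurons, was higher by 0.90 (adjusted p = 0.0028), and *Fitm1* by 0.89 (adjusted p = 0.0215), with a second *Fitm1* probe set at 0.17 (adjusted p = 0.446). On the other side, the myelin genes *Mag* and *Mobp* differed by -1.80 (adjusted p = 0.0433) and -1.67 (adjusted p = 0.0388), and *Cldn11*, a claudin of the myelin sheath, by -1.16 (adjusted p = 0.0328). *Padi2*, an enzyme that converts arginine to citrulline, differed by -1.32 (adjusted p = 0.00371), with a second probe set at -0.11 (adjusted p = 0.491). The differences of *Zfp992*, *Galntl6*, *A2m*, *Slc13a4* and *Klhl35* lay between -1.27 and -1.18. Calls were lost when a single tumor was left out for *Wif1* (any of 7 tumors), *Gpnmb* (5), *Fitm1* and *Zfp992* (*G-Smo* replicate 5), *Mag* (9), *Mobp* (7), *A2m* (10), *Slc13a4* (9) and *Cldn11* (7), with the highest adjusted p at 0.0983. With the score of sex-linked genes in the model the calls of *Wif1*, *Cavin2*, *Gpnmb*, *Edaradd*, *Fitm1*, *Mag*, *Mobp*, *A2m*, *Slc13a4* and *Cldn11* were lost (adjusted p = 0.0554 to 0.0966), and all of these but *Cavin2*, *Edaradd* and *Fitm1* also missed the threshold with the methods' test per probe set. From the difference in *Prm1* the paper reasons that the arrays detect a transcript that differs, and from the small number of other transcripts it concludes that the tumors of both genotypes are alike.

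**Figure D2:**
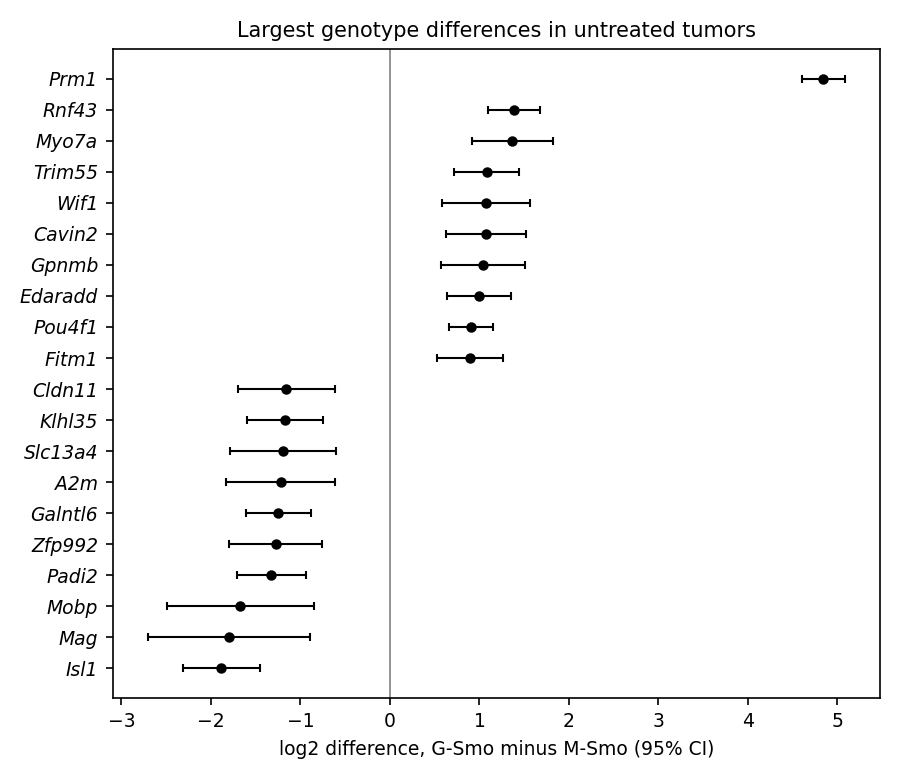
The 10 genes with the highest and the 10 with the lowest log2 differences among probe sets with 1 gene symbol that passed the test, without predicted, numbered and small RNA genes. Points are the log2 differences (*G-Smo* minus *M-Smo*, 6 untreated tumors each) on the horizontal axis, with 95% confidence intervals as bars. *Prm1* stands at 4.84, and the others lie between -1.88 and 1.39.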

Only 1 gene was differentially expressed in both studies. Both microarray comparisons demonstrated highly similar average gene expression profiles of *G-Smo* and *M-Smo* tumors, with minimal consistently observed differences.

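*Isl1*, which encodes a LIM-homeodomain transcription factor of motor and other neurons, is listed in both Supplementary Data 1 and Supplementary Data 2. In the untreated tumors its log2 intensity was 6.44 ± 0.34 (SD, n = 6) in *G-Smo* tumors and 8.33 ± 0.41 (SD, n = 6) in *M-Smo* tumors. The log2 difference was -1.88 (standard error 0.20, adjusted p = 0.000767 from limma), and 6 of 6 *G-Smo* tumors lay below every *M-Smo* tumor. It stayed between -2.02 and -1.80 with each tumor left out in turn. *Isl1* was the only gene that passed among 13 measured genes of the brain stem and motor neurons, none of which was higher and 12 of which did not pass (2 higher and 2 lower when adjusted over the list alone). *Slc5a7*, the choline transporter of cholinergic neurons, differed by 0.55 (adjusted p = 0.0809) and *Th*, the enzyme of catecholamine synthesis, by -0.43 (adjusted p = 0.0687). Camera gave the list an adjusted p = 0.486 with an estimated correlation. *M-Smo* replicate 1 stood apart in this list, with a mean log2 value of 6.66 against 5.85 to 5.93 in the other *M-Smo* tumors. The previously published arrays were not analysed here.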

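In the untreated arrays of both genotypes, the mean log2 profiles of *G-Smo* and *M-Smo* tumors had a Pearson correlation of 0.995 across 41345 probe sets, which are not independent replicates. Single *G-Smo* tumors correlated with each other at 0.988 to 0.992 and single *M-Smo* tumors at 0.984 to 0.992, over 30 pairs in all. The 36 pairs of a *G-Smo* and an *M-Smo* tumor correlated at 0.981 to 0.990. The group means differed by less than 0.5 on the log2 scale for 96.5% of the probe sets. Over the 24807 probe sets at or above the 40th percentile of intensity, the correlation of the mean profiles was 0.989.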

### Different, clinically relevant behaviors of medulloblastomas from progenitors or stem cells

In contrast to the similarity in pathology and average gene expression of *G-Smo* and *M-Smo* tumors, we noted marked differences in the clinically relevant parameters of survival time and response to therapy. As in the prior study^18^, the survival times of untreated *G-Smo* mice were typically shorter than those of *M-Smo* mice (Fig. 1b). Moreover, while *M-Smo* mice showed significantly improved survival after radiation therapy (xRT), consistent with our prior studies^20^, xRT did not extend the survival of *G-Smo* mice (Fig. 1c, d). In all these studies, 8–12 mice of each genotype were studied. The prognosis of *G-Smo* and *M-Smo* mice was therefore markedly different, despite their common oncogenic driver, tumor pathology, and similarity in bulk transcriptomic studies.

### Apoptotic response after xRT is less uniform in stem cell-derived medulloblastoma

To compare the cellular responses to xRT in *G-Smo* and *M-Smo* tumors, we analyzed apoptosis after xRT treatment. We have previously shown that a single fraction of xRT induces widespread, synchronous apoptosis after a 3-h latent period^21^, and that this apoptotic response to xRT is required for efficacy^20^. We treated P15 *G-Smo* (*n* = 4) and *M-Smo* (*n* = 3) mice with 10 Gy xRT delivered in a single dose and then harvested tumors after 3 hours (*n* = 3). We identified apoptotic cells using immunohistochemistry (IHC) for cleaved caspase-3 (cC3; Fig. 1e) and compared the fraction of apoptotic cells in each genotype. We found that xRT induced apoptosis throughout the tumors in both genotypes. However, radiated *G-Smo* tumors showed significantly smaller fractions of apoptotic cells compared to radiated *M-Smo* tumors. While both tumor types showed large radiation-sensitive populations, cells that survived radiation were consistently more numerous in *G-Smo* tumors.

### Similar average gene expression in G-Smo and M-Smo tumors after xRT

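Expression arrays of the same type, 1 per tumor, were made from 6 tumors labelled *G-Smo* and 6 labelled *M-Smo* that were harvested at P15, 2 h after a single 10 Gy dose of radiation therapy (xRT). The authors' deposited values are RMA log2 intensities. Of the 41345 probe sets, 1019 had values for these 12 arrays, and none of them is annotated to a gene, so the response of named genes to xRT was not analysed here. The array medians over these probe sets were 6.27 to 6.63 in the irradiated tumors labelled *G-Smo* and 6.34 to 6.59 in those labelled *M-Smo*. The irradiated tumors were compared with the 12 untreated tumors in a limma fit of 4 groups of 6, with Benjamini-Hochberg adjustment over the 1019 probe sets. In simulated data of this size, limma recovered 74.6% of log2 changes of 0.5 with xRT and 100% of changes of 1. The simulation changed 67, 67 and 66 of the 1019 probe sets by 0.5, 1 and 2, with independent noise per probe set. Where fewer probe sets change the adjustment is stricter, so these shares do not carry over to sparse changes. The genotype labels were checked on 3 unnamed probe sets that differ strongly between untreated genotypes. In each of them, the irradiated tumors numbered 7, 9 and 11 under either genotype label lay above all those numbered 8, 10 and 12. In probe set 17201079 the untreated ranges were 8.73 to 8.98 for *G-Smo* and 7.02 to 7.70 for *M-Smo*, and the irradiated ranges were 8.58 to 8.96 for the odd and 6.97 to 7.94 for the even numbers. In 17201203 the untreated ranges were 7.27 to 7.60 and 4.75 to 5.70, with 6.49 to 7.60 for the odd and 3.68 to 5.73 for the even numbers, and in 17201235 they were 5.94 to 7.00 and 3.70 to 5.06, with 5.64 to 6.84 and 4.14 to 5.30. The labels are kept in the main values, which are given for the tumors as labelled.

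**Figure D3:**
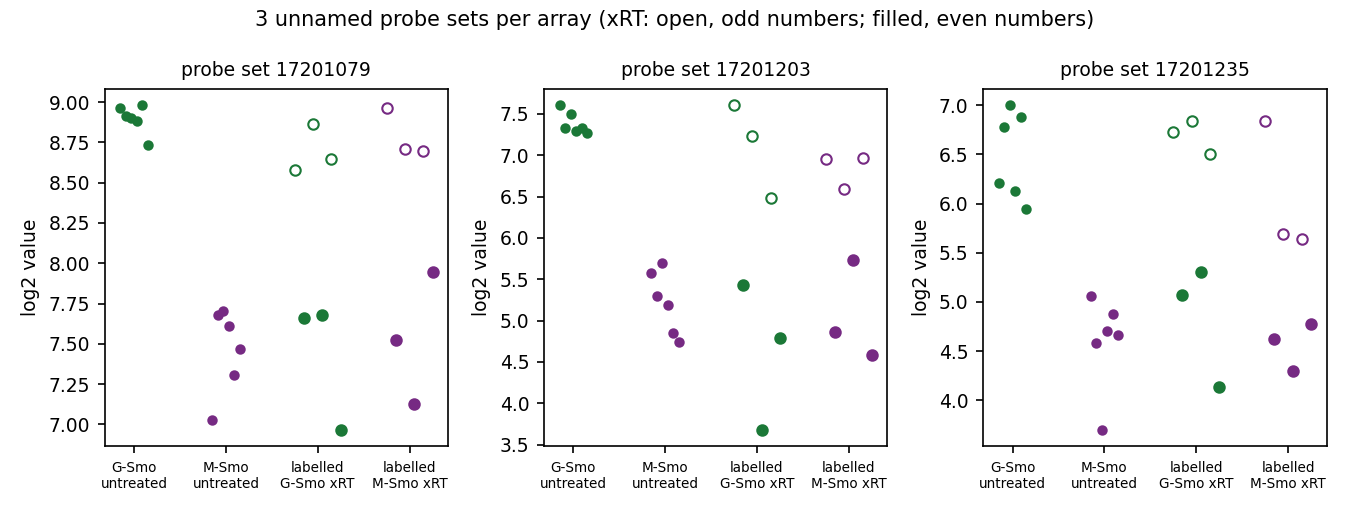
Log2 intensity (vertical axes) of 3 probe sets without a gene symbol in 24 arrays, 6 per group. Points are single tumors, and among the irradiated tumors open points have odd and filled points even replicate numbers. Under both genotype labels the odd-numbered tumors lie above the even-numbered ones.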

To determine if the differences in cellular responses to xRT produced detectable differences in the transcriptomic profiles in radiated *G-Smo* and *M-Smo* tumors, we analyzed 6 tumors of each genotype harvested 2 h after a single 10 Gy dose of xRT using expression microarrays. We used a single fraction of xRT in order to produce synchronized changes in gene expression, and harvested tumors after 2 h, in order to study the latent period prior to the onset of apoptosis. 74 probes sets detected statistically significant signals in radiated tumors versus untreated tumors, representing 73 identified transcripts altered by xRT (Supplementary Data 3). 

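Among the 1019 probe sets measured in all 24 tumors, none of which has a gene symbol, 1 differed between irradiated and untreated tumors of both genotypes at an adjusted p under 0.05 from limma. Probe set 17200643 was lower after xRT, with a log2 difference of -0.82 (standard error 0.17, adjusted p = 0.0469). At an unadjusted p under 0.05, 92 probe sets differed with limma and 99 with the methods' test per probe set, where 51.0 would pass by chance. Within the tumors labelled *G-Smo* limma called 0 probe sets (98 at an unadjusted p under 0.05), and within the tumors labelled *M-Smo* it also called 0 (72 at an unadjusted p under 0.05). The methods' test called 0 in the first and 1 in the second. The single call over both genotypes was lost under quantile normalization, under a filter on dim probe sets and with limma's trend and robust settings, and the methods' test called 1 probe set that was higher after xRT instead. The count changed, to 0 or 2, when 1 tumor was left out for 18 of the 24 tumors.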

Consistent with prior studies^20^, xRT induced p53-regulated genes, including *Cdkn1a*, *Trp53inp1*, and *Bbc* (aka *PUMA*). We used 2-way ANOVA to analyze the interaction of genotype and radiation treatment in the combined transcriptomic data from untreated and radiated *G-Smo* and *M-Smo* tumors; we found no genes with differential expression with corrected *p* value of <0.05. 

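For the 1019 unnamed probe sets with values in all 24 tumors, limma called 0 for the interaction of genotype and xRT at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 88 with limma and 91 with the methods' test per probe set, which also called 0 after adjustment. In simulated data of this size limma recovered 17.9% of interactions of 0.5 on the log2 scale, 65.7% of those of 1 and 97.0% of those of 2. As many probe sets were changed there as in the simulation of xRT, so these shares do not carry over to sparse interactions. The irradiated tumors labelled *G-Smo* and *M-Smo* did not differ in any of these probe sets after adjustment (49 at an unadjusted p under 0.05), and over all 24 tumors 1 probe set, 17201695, differed between the genotypes by -0.59 (adjusted p = 0.0403). The methods' test called 0 over all tumors, and with 1 tumor left out limma's count changed for 18 of the 24 tumors (0 to 5). With the genotypes of the irradiated tumors assigned as in the 1 arrangement that returns the p-values of Supplementary Data 3, an alternative chosen after seeing the data, 7 probe sets differed between irradiated genotypes and 44 over all tumors, and 17201695 was not among the 44. The interaction gave 0 with this arrangement too. This arrangement differs from the labels in 6 irradiated tumors. If it is right, both labelled groups mix the genotypes, and the 0 between them cannot speak on a genotype difference. From a 2-way ANOVA without an interaction after correction, the paper reasons about the response of both genotypes to xRT.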

Bulk transcriptomic analysis of treated and untreated *G-Smo* and *M-Smo* tumors thus identified genes induced by xRT, but did not identify genotype-specific differences in transcriptomic response.

### scRNA-seq identifies the difference between medulloblastomas from progenitors or stem cells

To compare differences between *G-Smo* and *M-Smo* tumors with cellular resolution, we analyzed both tumor types using scRNA-seq. Transcriptomic analysis at single-cell resolution allowed us to examine tumor sub-populations that might be overlooked in bulk transcriptomic studies. We harvested medulloblastomas from 5 *M-Smo* and 6 *G-Smo* at P15, dissociated the tumors, and subjected the cells to bead-based Drop-seq analysis, as previously described^10^. Putative cells identified by bead-specific barcodes were subjected to exclusion criteria described in the “Methods” section, to address the common problems of gene drop out, unintentional cell–cell multiplexing, and premature cell lysis^22,23^. 5930 out of 11984 putative *M-Smo* cells, and 8699 out of 16,489 *G-Smo* cells met the criteria and were included in the analysis. To compare the two genotypes at similar sequencing depths, we randomly downsampled the *G-Smo* transcript counts to 60% of the original depth, as recommended in prior studies^24^.

We subjected the scRNA-seq data from *M-Smo* and *G-Smo* tumors to a single principal component analysis (PCA) followed by Louvain clustering, as in our prior studies comparing *M-Smo* tumors with and without treatment^10^. We identified 17 principal components that described >78% of the variance and used UMAP to place cells in a 2-dimensional space according to their distances in PCA space, with Louvain clusters color-coded (Fig. 2a). We noted that cells in the same clusters localized close together in the UMAP, supporting the validity of the cluster assignments. To determine the biological relevance of the clusters, we generated cluster-specific differential gene expression profiles (Supplementary Data 4); we compared for each gene the expression by cells within each cluster to the expression by all cells outside the cluster using Wilcoxon rank-sum test. We then used cluster-specific gene expression patterns to infer the type of cells represented by each cluster.

**Fig. 2:**
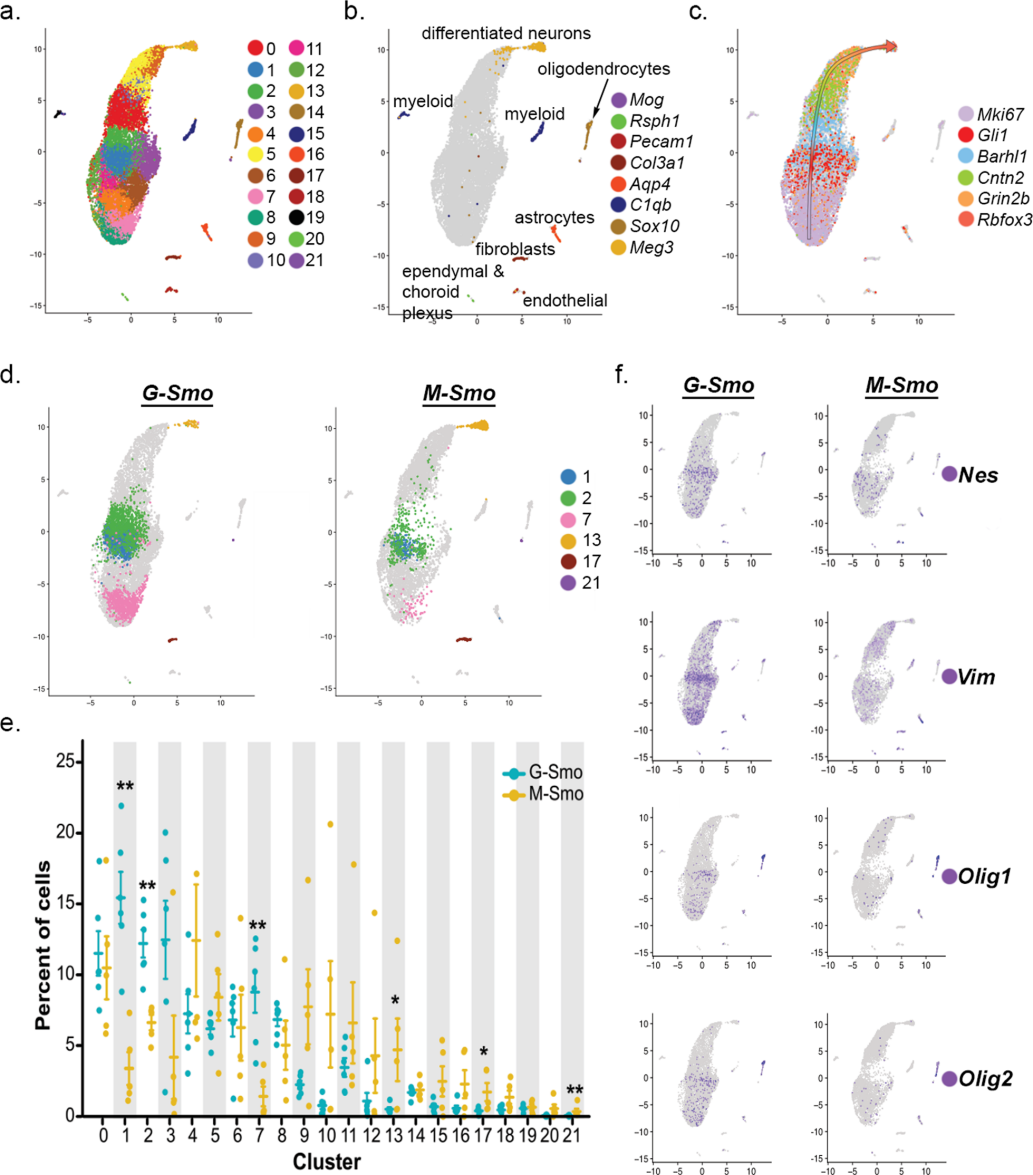
Similarities and differences in the sub-populations of G-Smo and M-Smo tumors. **a** UMAP plot of all cells from *G-Smo* and *M-Smo* tumors, color-coded by cluster. Cells are localized according to their proximity in PCA space. **b**, **c** Feature plots showing expression of **b** stromal markers, or **c** cerebellar granule neuron differentiation markers, color-coded over the UMAP shown in **a** arrow in **c** indicates the direction of differentiation across the UMAP. **d** UMAP plots deconvoluted by genotype, with differentially represented clusters color-coded. **e** Comparison of each cluster population in *G-Smo* and *M-Smo* tumors. Dots represent values for individual replicates, bars indicate the means and whiskers indicate the SEM. ** indicates *p* < 0.01, * indicates *p* < 0.05; Student’s *t*-test was used to make the pairwise comparison. **f** UMAP plots for each genotype, showing expression of the indicated stem cell markers.

Using these methods, we identified 8 clusters as different types of stromal cells typical of brain tissue, including astrocytes, oligodendrocytes, macrophages/microglia, vascular cells, fibroblasts, and ciliated cells resembling ependymal or choroid plexus cells (Table 1 and Fig. 2b). These 8 clusters localized as discrete single-cluster units on the UMAP projection. The other 14 clusters localized to a multi-cluster complex in which each cluster shared a border with other clusters. We identified these 14 clusters as tumor cells in a range of states that paralleled CGNP development, from proliferative cells at different phases of the cell cycle to non-proliferative cells at different stages of neural differentiation (Table 1). We identified proliferative clusters by expression of proliferation marker *Mki67*, Cyclin expression, and SHH transcription factor *Gli1*, and further characterized proliferative cells as quiescent, cycling or M-phase enriched based on cluster-specific gene expression (Table 1). The non-proliferative clusters showed successive expression of early to later differentiation markers *Barhl1*, *Cntn2*, *Rbfox3*, and *Grin2b* (Table 1 and Fig. 2c), as in our prior study of *M-Smo* tumors^10^. We included CGNs as the most differentiated cell type within this group.

**Table 1:** Identification of clusters as specific types of tumor and stromal cells.

Cluster	Cell-type designation	Distinctive markers
0	Early differentiating CGNP-like tumor cells	*Pde1c, Nhlh1/2*
1	Proliferative, quiescent tumor cells	*Hes1, Ccnd1*
2	Proliferative, quiescent tumor cells	*Srebf1, Ccnd2*
3	Proliferative, quiescent tumor cells	*Srebf1, Ccnd1*
4	Proliferative, cycling tumor cells	*Top2a, Lig1, Esco2*
5	Differentiating CGNP-like tumor cells	*Mtss1, Cntn2*
6	Proliferative, cycling tumor cells	*Hells*, *Rrm2*
7	Proliferative, cycling tumor cells, M-phase enriched	*Cdc20, Cenp1*
8	Proliferative, cycling tumor cells, M-phase enriched	*Aspm, Ccnb1*
9	Late differentiating CGN-like	*Pcp4, Car10*
10	Differentiating CGN-like tumors	*Cntn2, Nhlh1*
11	Proliferative, cycling tumor cells	*Hells, Lig1, Pclaf*
12	Proliferative, cycling tumor cells	*Hells, Lig1, Gli1*
13	CGNs and CGN-differentiated tumor cells	*Gabra6, Vsnl1*
14	Oligodendrocytes	*Ptpz1, Sox10, Fabp7, Olig1/2*
15	M2 microglia/macrophages	*Mrc1, C1qb, Aif*
16	Astrocytes	*Aldoc, Aqp4, Fabp7*
17	Fibroblasts	*Lum, Vtn*
18	Endothelial cells	*Cldn5, Flt1*
19	M1 microglia/macrophages	*Selplg, Siglech, C1qa, Aif*
20	Ependymal/choroid plexus cells	*Rsph1, Folr1*
21	Myelinating oligodendrocytes	*Opalin, Plp*

To compare the populations within *M-Smo* and *G-Smo* tumors, we deconvoluted the UMAP by genotype (Fig. 2d). For quantitative comparison, we determined the number of cells from each replicate animal in each cluster, normalized to the total number of cells from that animal, and then compared the cluster populations from replicate *M-Smo* and *G-Smo* mice (Fig. 2d, e). We found that most tumor cell clusters were similarly populated in *M-Smo* and *G-Smo* tumors. However, Clusters 1, 2, and 7, within the proliferative region, were significantly enriched in *G-Smo* tumors (*p* = 0.008 for each by Wilcoxon rank-sum test), while cluster 13, comprising CGNs at the differentiated pole, was significantly enriched in the *M-Smo* tumors (*p* = 0.023). Statistically significant enrichment of smaller magnitude was also seen in fibroblast (*p* = 0.023) and differentiated oligodendrocyte clusters (*p* = 0.008) in *M-Smo* tumors.

The similarity in the populations of most clusters in *G-Smo* and *M-Smo* tumors was consistent with the similarity of these tumors in bulk transcriptomic studies. The differential representation of specific types of tumor and stromal cells in *G-Smo* and *M-Smo* tumors, however, demonstrated differences in tumor sub-populations that could not be detected using bulk transcriptomic analysis. *G-Smo* tumors showed increased proliferation, while *M-Smo* tumors showed increased differentiation, and were specifically depleted in the cell types represented by clusters 1, 2, and 7. The expression patterns of all genes detected in our studies can be plotted and compared in *G-Smo* and *M-Smo* UMAPs through our web-based application: https://gsmovmsmoviewer.shinyapps.io/GvMviewer/.

### G-Smo tumors show larger populations of cells expressing stem cell markers

To characterize further clusters 1, 2, and 7 that were composed predominantly of *G-Smo* cells, we defined the set of genes differentially upregulated in these clusters compared to all tumor cells in *M-Smo* mice, excluding stromal cell types (Supplementary Data 5). We excluded stromal cells in order to prevent stromal gene expression patterns from obscuring differences in tumor cell gene expression. We noted that Clusters 1, 2, and 7 showed increased expression of genes associated with stem cell phenotype, including *Nes*, *Vim*, *Olig1,* and *Olig2*. Feature plots of each of these genes confirmed increased expression in *G-Smo* tumors, particularly in the region of Clusters 1, 2, and 7 (Fig. 2f). We selected *Olig2* for further study because recent functional genetic studies have shown that *Olig2*+ tumor cells in medulloblastoma are cancer stem cells that play an important role in medulloblastoma initiation and recurrence^25^.

### Different temporal patterns of stem cell behavior in *M-Smo* and *G-Smo* tumors

To confirm the differential expression of *Olig2* at the protein level and to compare the temporal course of *Olig2* expression efficiently between genotypes, we labeled tumor sections using IHC. Our scRNA-seq data showed that both oligodendrocytes and tumor stem cells express *Olig2*, and that oligodendrocytes can be distinguished from stem cells by the expression of *Sox10* (Fig. 2b, f). Labeling tumor sections with OLIG2 and SOX10 antibodies (Fig. 3a) demonstrated both OLIG2+/SOX10+ cells that we considered to be oligodendrocytes and OLIG2+/SOX10− cells that we considered to be OLIG2-expressing tumor stem cells, equivalent to the *Olig2*+ cells of clusters 1, 2, and 7. The OLIG2/SOX10 assay allowed us to differentiate tumor stem cells from oligodendrocytes and to compare tumor stem cell populations at different ages and treatment conditions (Fig. 3b)

**Fig. 3:**
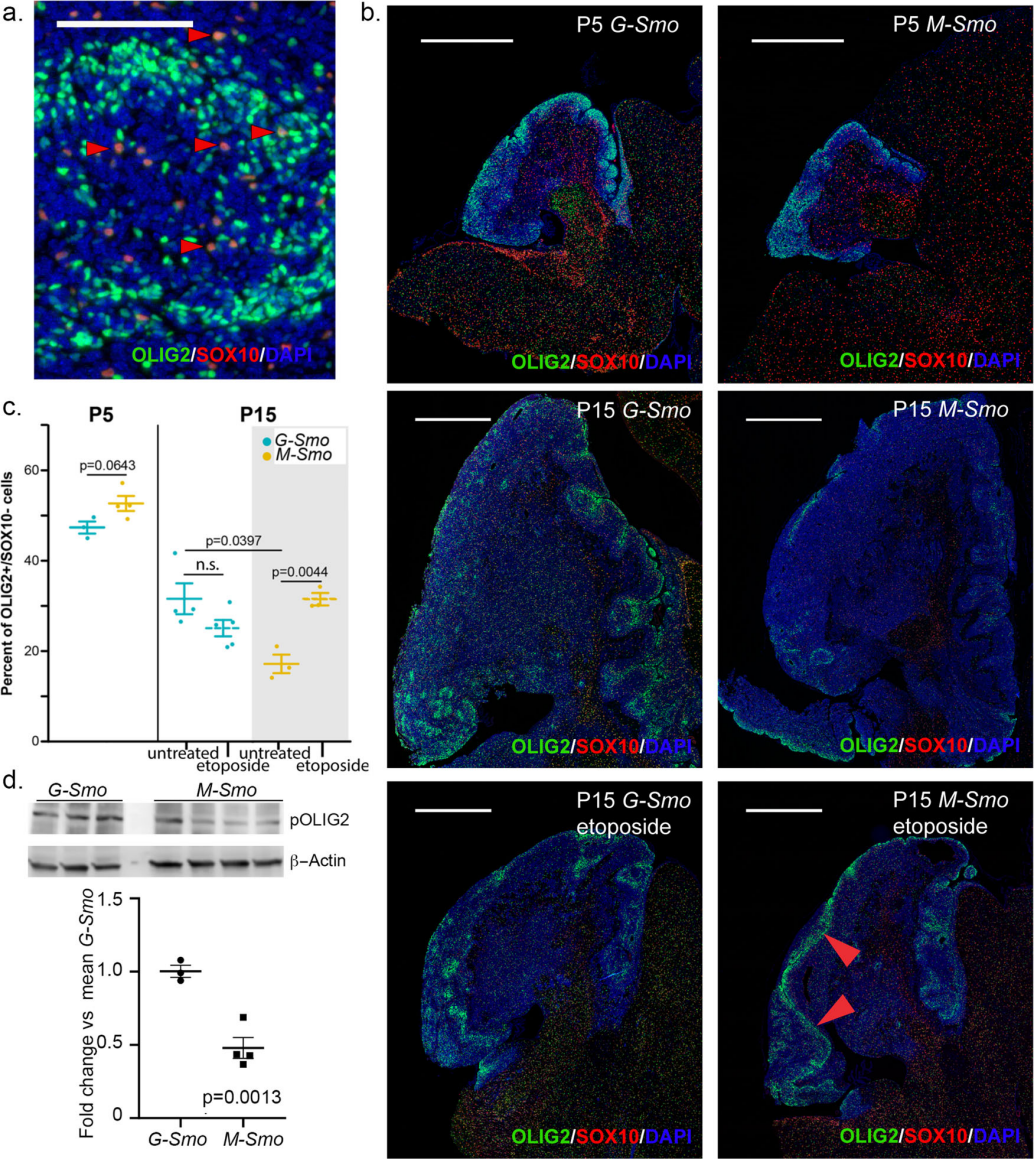
OLIG2+ stem cells decline more rapidly in M-Smo compared to G-Smo tumors. **a** Representative higher magnification images of OLIG2/SOX10 IHC on a *G-Smo* tumor, showing OLIG2+/SOX10+ oligodendrocytes (arrowheads highlight examples) and OLIG2+/SOX10− tumor stem cells. **b** Representative lower magnification images of OLIG2/SOX10 IHC on sagittal sections from mice of the indicated age, genotype, and treatment. Arrowheads highlight a perivascular region. Scale bars = 100 µm in **a** and 1 mm in **b**. **c** Quantitative comparison of OLIG2+/SOX10− populations in *G-Smo* and *M-Smo* tumors. **d** Western blots of replicate *G-Smo* and *M-Smo* tumors, showing pOLIG2 and β-Actin. Quantification shows pOLIG2 signal, normalized to β-Actin, expressed as fold change relative to mean *G-Smo* value. In graphs in **c** and **d**, Student’s *t*-test was used to make pairwise comparisons, dots represent values for individual replicates, bars indicate the means and whiskers indicate the SEM.

Quantitative analysis confirmed increased OLIG2+ stem cells in P15 *G-Smo* tumors compared to *M-Smo* tumors (Fig. 3c). Differences in OLIG2+ stem cell populations could be attributed to differences in stem cell proliferation, or to differences in the tendency to maintain a stem cell phenotype. We compared proliferation in the stem cell populations of P15 *G-Smo* and *M-Smo* tumors to determine whether the production of stem cells differed between genotypes. We measured stem cell proliferation using IHC for OLIG2 and the proliferation marker phosphorylated RB (pRB; Supplementary Fig. 1a). Quantitative analysis showed no significant difference in proliferation rate in the OLIG2+ populations (Supplementary Fig. 1b). These data indicate that differences in stem cell populations in P15 *G-Smo* and *M-Smo* tumors reflect different tendencies to maintain OLIG2+ stem cell phenotype, rather than differences in stem cell production.

Prior studies found that OLIG2+ tumor stem cells were more numerous in the early stages of medulloblastoma tumorigenesis and decreased as tumors enlarged^18^. We, therefore, compared stem cell dynamics in *G-Smo* and *M-Smo* tumors at P5, early in tumor formation, and at P15 when tumors were larger, using 3–5 replicates of each genotype at each age. We found that at P5, unlike P15, both *M-Smo* and *G-Smo* comprised similarly large fractions of OLIG2+/SOX10− cells (Fig. 3b, c). The OLIG2+/SOX10− fraction decreased over time in both genotypes, but the decrease was more marked in *M-Smo* tumors (Fig. 3b, c).

We explored whether the stem cell dynamics in response to external stimuli were different in *G-Smo* and *M-Smo* tumors. Prior studies showed that sub-curative cytotoxic treatment of medulloblastoma with radiation or chemotherapy induces proliferation of stem cells in the perivascular niche, and that these cells express OLIG2^25,26^. We compared the tumor stem cell populations in *G-Smo* and *M-Smo* tumors recurring after treatment. We subjected P11 *G-Smo* and *M-Smo* mice to cytotoxic treatment with etoposide at a dose calibrated to produce regression followed by recurrence, and then quantified OLIG2+/SOX10− cells 4 days later, at P15. Compared to untreated tumors at P15, we noted increased expression of OLIG2 in SOX10− cells, particularly in perivascular regions, and quantitative analysis showed that etoposide induced a significant increase in stem cells in *M-Smo* tumors, to levels similar to untreated P15 *G-Smo* tumors, while stem cell populations in G-Smo tumors did not change significantly (Fig. 3b, c). The stem cell populations in *M-Smo* tumors showed a greater tendency for dynamic change and varied inversely with tumor size, declining over time as tumors grew, and increasing after tumor shrinkage imposed by etoposide. In contrast, stem cell populations in *G-Smo* tumors were less dynamic, showed a smaller decline over time, and varied less across all conditions tested. The difference in the developmental timing of oncogenesis in *G-Smo* and *M-Smo* tumors thus continued to affect stem cell regulation weeks after the oncogenic events.

OLIG2-expressing stem cells have been shown to be treatment-resistant in mouse medulloblastoma models, and to drive recurrence^25^. Our findings that non-apoptotic cells were more numerous in *G-Smo* tumors after xRT and that *G-Smo* tumors harbored larger OLIG2+ stem cell populations suggest that the increased OLIG2+ stem cells in *G-Smo* tumors mediate the observed radioresistance. To examine a potential mechanism for radioresistance, we compared OLIG2 phosphorylation in *G-Smo* and *M-Smo* tumors. When phosphorylated, OLIG2 disrupts p53-mediated transcriptional activation^27^, which we have shown to be required for radiosensitivity in medulloblastoma^20^. We used western blot to detect phosphorylated OLIG2 (pOLIG2) in lysates of 3 *G-Smo* and 4 *M-Smo* tumors. *G-Smo* tumors consistently showed increased pOLIG2 compared to *M-Smo* tumors (Fig. 3d). These data support a model in which the increased OLIG2+ stem cell populations confer radioresistance in *G-Smo* medulloblastomas, through the mechanism of pOLIG2-mediates inhibition of p53.

### Similar range of cell fates in *G-Smo* and *M-Smo* tumors

We examined whether the differences in stem cell populations of *G-Smo* and *M-Smo* tumors were accompanied by an expansion of tumor cell fates. We and others have shown that a fraction of medulloblastoma cells trans-differentiate to take on glial phenotypes^10,28^. We previously showed that the 3′ *Yfp* sequence of *SmoM2* can be used as a lineage tracer to identify astrocytes and oligodendrocytes that derive from tumor cells^10^. Comparison of *Yfp* expression in *G-Smo* and *M-Smo* tumors showed that tumor lineage in both genotypes included neural progenitor-like tumor cells, differentiated neurons, astrocytes, and oligodendrocytes (Fig. 4a). Cells within the fibroblast and macrophage/microglia clusters did not express *Yfp*, and the rare *Yfp*+ cells in the endothelial and ependymal clusters did not indicate a significant trend as they were not observed in more than one replicate of either genotype. Glial cells were therefore the only stromal cell types that derived from the tumor lineage in either stem cell-derived or progenitor-derived tumors.

**Fig. 4:**
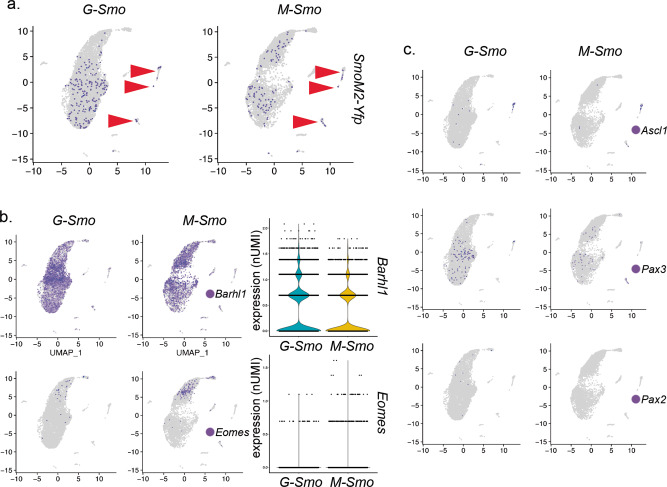
Similar range of cell fates in G-Smo and M-Smo tumors. Feature plots showing expression of the indicated lineage markers, color-coded over the UMAP shown in (2D). **a** *SmoM2-Yfp* expression, denoting the *SmoM2*-activated lineage, was distributed similarly in both *G-Smo* and *M-Smo* tumors. Arrowheads point to glial clusters. **b** Feature and violin plots show increased *Barhl1*+ cells in *G-Smo* tumors and increased *Eomes* in *M-Smo* tumors. **c** Feature plots show no significant differences in *Ascl1*, *Pax2*, or *Pax3* in *G-Smo* tumors versus *M-Smo* tumors.

We compared the expression of specific neural markers to assess differences in tumor cell fates. In *G-Smo* tumors, the *hGFAP-Cre* transgene is expected to activate *SmoM2* in a lineage that is broader than the *Atoh1*-lineage activated by *Math1-Cre* in *M-Smo* tumors. The *Atoh1*-lineage comprises rhombic-lip-derived CGNP and unipolar brush cell populations, marked by *Barhl1* and *Eomes*^29^ respectively. The set of neuronal cell types with *SmoM2* activation in *G-Smo* tumors includes both rhombic-lip derived populations and ventricular zone-derived GABAergic interneurons and progenitors, marked by expression of *Ascl1*, *Pax3,* and *Pax2*^10^. To determine whether *G-Smo* tumors contained more cells resembling ventricular zone-derived progenitors, we used *Barhl1* and *Eomes* as *Atoh1*-lineage markers and *Ascl1*, *Pax3*, and *Pax2* as ventricular zone-derived interneuron markers, and compared these markers in *G-Smo* and *M-Smo* tumors.

Both genotypes consisted predominantly of *Barhl1*+ cells. We detected a significant genotype-specific difference within the *Atoh1*-lineage, with a higher proportion of *Barhl1*+ cells in *G-Smo* tumors (*p* < 1.0 × 10^−15^, two-proportions *z*-test) and a higher proportion *Eomes*+ in *M-Smo* tumors (*p* < 1.0 × 10^−15^, two-proportions *z*-test) (Fig. 4b). However, we did not detect statistically significant differences in the *Ascl1*+, *Pax*+, and *Pax2*+ GABAergic interneuron-lineage cells derived from the ventricular zone (Fig. 4c). Therefore, although *hGFAP-Cre* activated *SmoM2* in both the rhombic-lip and ventricular zone, cells showing ventricular zone lineage were not expanded in *G-Smo* tumors. We conclude that differences between *G-Smo* and *M-Smo* tumors derive from effects of the timing of oncogenic event on cells that progress through the CGN developmental trajectory, rather than from the recruitment of interneuron-lineage cells for tumor growth.

### Different stromal populations in *M-Smo* and *G-Smo* tumors

Our scRNA-seq data unexpectedly demonstrated that *M-Smo* and *G-Smo* tumors interact differently with stromal cells in their microenvironments. We compared gene expression in endothelial cell, myeloid cells, and fibroblasts. We selected these cell types because they were the most numerous cell types outside the tumor lineage. To identify tumor-specific changes in these populations, and to distinguish tumor-specific effects common to both tumor genotypes from effects specific to individual tumor genotypes, we combined the scRNA-seq data from *G-Smo* and *M-Smo* tumors with previously obtained data from WT cerebella at P7^10^. We obtained an initial grouping of cells from tumors and WT mice by cell type using the Harmony algorithm, which co-clustered tumor cells and their most similar normal progenitors^30^. Using Harmony, we generated a UMAP combining *G-Smo*, *M-Smo*, and WT cells, color-coded the clusters, and analyzed cluster-specific gene expression profiles; of the proliferative cell types, CGNPs and medulloblastoma cells, grouped together in a set of *Barhl1*+ clusters, while interneuron progenitors formed a separate group distinguished by *Pax3* and *Pax2* (Supplementary Fig. 2 and Supplementary Data 6). We identified each stromal cell type based on gene expression (Fig. 5a and Supplementary Data 6), and isolated the endothelial, macrophage/microglial, and fibroblastic populations. We then subjected the cells of each isolated cell type to a new PCA to sub-cluster each cell type.

**Fig. 5:**
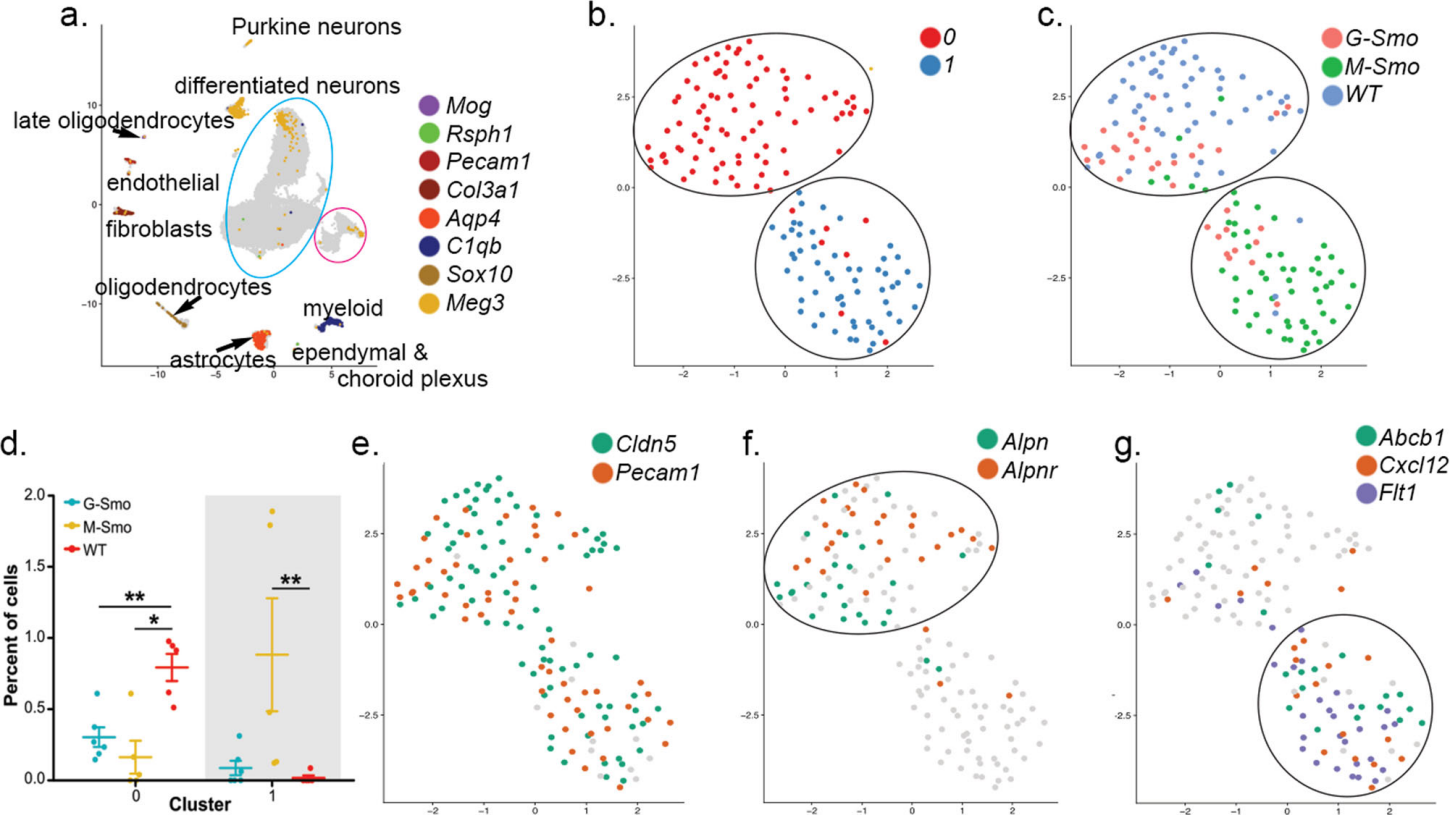
Tumor-specific gene expression in endothelial cells. **a** UMAP plot of cells from *G-Smo* and *M-Smo* tumors combined with cells from P7 WT cerebella, analyzed using the Harmony algorithm. The blue circle shows the region where neural progenitor-like tumor cells and CGNPs localize. The pink circle shows the GABAergic interneuron lineage. Stromal cell types are identified by the expression of the indicated, color-coded markers. **b** UMAP showing endothelial cells from *G-Smo*, *M-Smo*, and P7 WT, with clusters color-coded. **c** genotype color-coded on the UMAP from **b**. Circles indicate the positions of the clusters. **d** Comparison of the indicated cluster populations in *G-Smo*, *M-Smo,* and P7 WT. Student’s test was used in **d**. Dots represent values for individual replicates, bars indicate the means and whiskers indicate the SEM. **e**–**g** Feature plots on UMAP from **b**, showing expression of **e** endothelial markers *Cldn5* and *Pecam1*, **f** Cluster ^E^0 markers *Apln* and *Aplnr*, or **g** tumor-specific Cluster ^E^1 markers *Abcb1a* (aka *Mdr1*), *Cxcl12,* and *Flt1*.

### Endothelial cells show cancer-specific changes without reflecting developmental differences between tumors

Endothelial cells showed significant differences between WT and tumor but did not show statistically significant differences between *G-Smo* and *M-Smo* tumors. The unsupervised analysis defined 2 clusters (Fig. 5b). Cluster ^E^0 included cells from WT cerebella and both tumor genotype, while ^E^1 was populated predominantly by cells from the tumors, with similar proportions from *G-Smo* and *M-Smo* (Fig. 5c, d). Both ^E^0 and ^E^1 expressed the endothelial markers *Pecam1* and *Cldn5*, confirming endothelial identity (Fig. 5e). Each cluster showed cluster-specific gene expression (Fig. 5f, g and Supplementary Data 7). The tumor-specific ^E^1 cells, showed increased expression of genes likely to contribute to malignancy, including the VEGF receptor *Flt1*, the p-Glycoprotein *Abcb1a* (aka *Mdr1*), and the CXCR4 ligand *Cxcl12* (aka *Sdf1*), which has been shown to promote medulloblastoma growth and glioblastoma–endothelial interactions^31–34^. Biologically relevant differences between endothelial populations in WT cerebella and tumors were shared between tumor genotypes, consistent with their overall similarity.

### Developmental differences alter tumor-associated myeloid populations

The cells with myeloid characteristics, in contrast to endothelial cells, differed significantly between *M-Smo* and *G-Smo* tumors. Unsupervised analysis grouped the myeloid-like cells into 5 clusters, ^M^0–^M^4 (Fig. 6a). Projection of *C1qb* expression confirmed that clusters ^M^0–^M^3 were populated by myeloid cells (Fig. 6b). In contrast, cluster ^M^4, which was the least populated, was *C1qb*- and expressed *Cnn3* and *Meis1* (Fig. 6b); this marker pattern identified cluster ^M^4 as choroid plexus epithelial cells that have been noted to cluster with myeloid cells in other scRNA-seq analyses^35^.

**Fig. 6:**
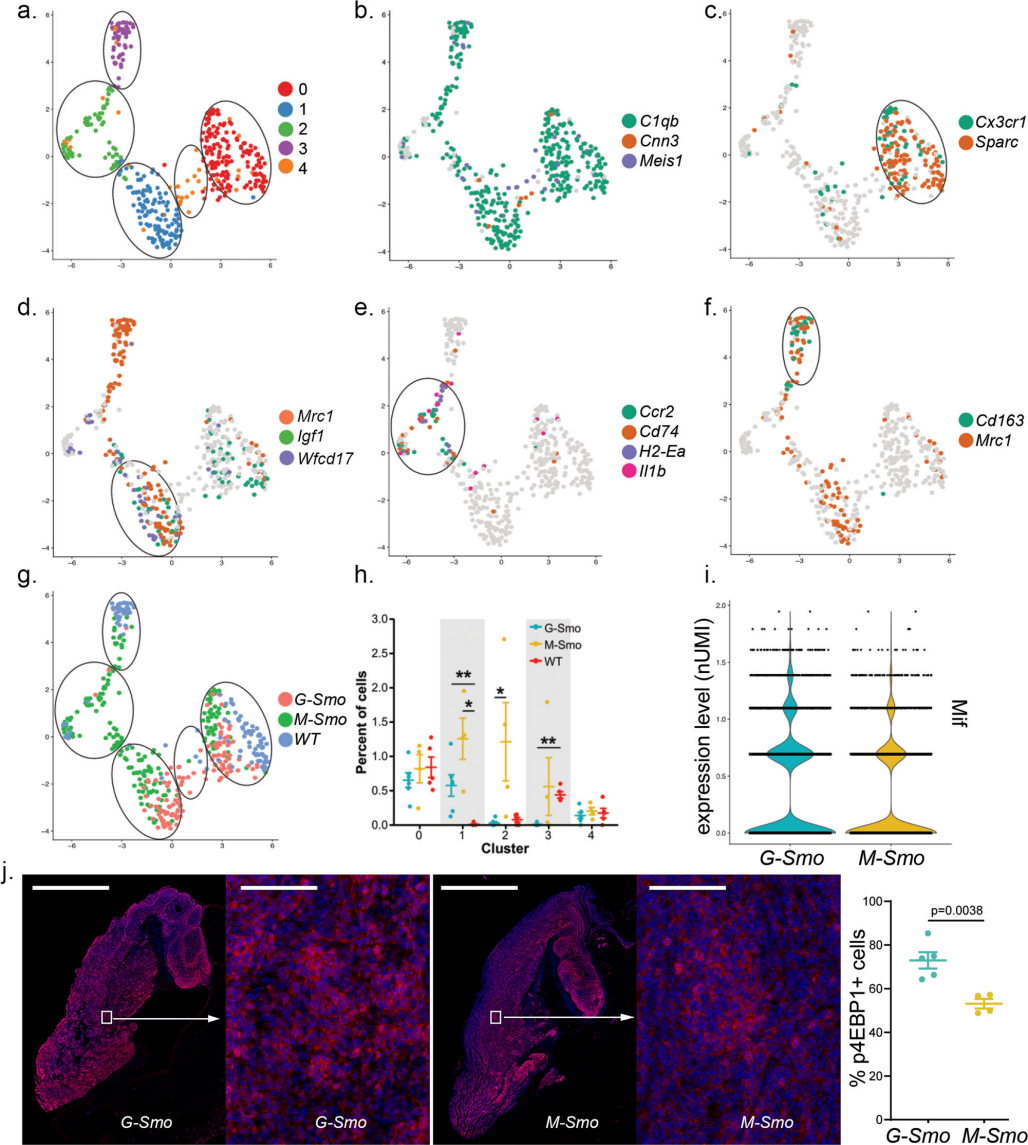
M-Smo tumors show macrophage and microglial populations not present in G-Smo tumors. **a** UMAP showing myeloid-like cells from *G-Smo*, *M-Smo,* and P7 WT, with clusters color-coded and circled. **b** Feature plot on UMAP from **a**, showing expression of the pan-macrophage and microglial marker *C1qb* and the choroid plexus epithelial markers *Cnn3* and *Meis1*. Cluster 4 does not show *C1qb* expression. **c**–**f** Feature plots on UMAP from **a**, showing expression of **c** Cluster ^M^0 markers *Cx3cr1* and *Sparc*, **d** Cluster ^M^1 markers *Igf1, Mrc1*, and *wfdc17*, or **e** Cluster ^M^2 markers *Ccr2*, *Cd74*, *H2-Ea-ps*, and *Il1b* **f** Cluster ^M^3 markers *Mrc1* and *Cd163*. **g** genotype color-coded on the UMAP from **a**. Circles indicate the positions of the clusters. **h** Comparison of the indicated cluster populations in *G-Smo*, *M-Smo*, and P7 WT. **i** Violin plots showing the number of cells expressing the indicated level of *Mif* in each genotype. **j** IHC for p4EBP1 in representative *G-Smo* and *M-Smo* tumors at low and higher magnification, and quantification of p4EBP1+ fractions of tumor cells in each genotype. Scale bars = 2 mm in low magnification images and 200 µm in higher magnification images. Student’s test was used in **h**, **j** and two-proportions *z*-test in **i**. In graphs in **h** and **j**, dots represent values for individual replicates, bars indicate the means and whiskers indicate the SEM.

We identified the types of myeloid cells in each cluster by defining the sets of genes upregulated by cells within the cluster, compared to cells in the other 4 clusters (Supplementary Data 8). We projected key cluster-specific marker genes on a UMAP of the 4 clusters, along with other known markers of myeloid phenotype (Fig. 6c–f). Clusters ^M^0 and ^M^1, which localized to clusters on one side of the UMAP, expressed *Cx3cr1* which distinguished them as microglia, while clusters ^M^2 and ^M^3, opposite in the UMAP, showed minimal *Cx3cr1*, indicating that they were macrophages (Fig. 6c). ^M^0 cells showed cluster-specific expression of *Sparc* (Fig. 6c), identifying them as mature, ramified microglia^36^. ^M^1 microglia specifically expressed *Mrc1* and *Wfdc17* (Fig. 6d) which have been linked to an M2-like, anti-inflammatory phenotype^37–39^. Both ^M^0 and ^M^1 cells expressed *Igf1* (Fig. 6d), which has been shown to be a paracrine signal promoting growth in SHH medulloblastoma^28^; *Igf1*was not detected in ^M^2 and ^M^3 cells.

^M^2 macrophages specifically expressed MHCII components, including Histocompatibility 2, Class II Antigen E alpha (*H2-Ea),* and the Invariant Polypeptide of Major Histocompatibility Complex, Class II Antigen-associated (*Cd74*) as well as *Il1b* and *Ccr2* (Fig. 6e), consistent with a pro-inflammatory M1-like phenotype^40–42^. Importantly, *Ccr2*+ macrophages have previously been shown to exert an anti-tumor effect in a medulloblastoma^42^. ^M^3 macrophages specifically expressed *Cd163* and *Mrc1* (Fig. 6f), also consistent with an anti-inflammatory M2 phenotype^43,44^. Myeloid cells thus resolved into microglial and macrophage populations, each with M1-like and M2-like subsets (Table 2). ^M^0 and ^M^1 cells expressed *Igf1*, which has been shown to promote medulloblastoma progression, while ^M^2 expressed *Ccr2*, which is associated with tumor-inhibiting macrophages.

**Table 2:** Identification of clusters with myeloid characteristics (^M^0–^M^4).

Cluster	Cell-type designation	Distinctive markers
^M^0	Mature microglia	*Igf1*, *Cx3cr1*, *Sparc*
^M^1	M2 microglia	*Igf1*, *Wfdc17*, *Mrc1*
^M^2	M1 macrophages	*Ccr2*, *Cd74*, *H2-Ea*, *Il1b*
^M^3	M2 macrophages	*Cd163*, *Mrc1*
^M^4	Choroid plexus epithelial cells	*Cnn3*, *Meis1*

Each cluster distributed differently across *G-Smo* and *M-Smo* tumors and WT cerebella (Fig. 6g, h). The M1-like microglial cluster ^M^0 and the non-myeloid cluster ^M^4 were distributed relatively evenly in all 3 genotypes. *M-Smo* tumors included M1-like and M2-like microglia (clusters ^M^0 and ^M^1), and M1-like and M2-like macrophages (cluster ^M^2 and ^M^3). In contrast, the myeloid populations of *G-Smo* tumors were more limited, with significantly fewer ^M^2 and ^M^3 cells. Consistent with reduced *Igf1*- ^M^2 and ^M^3 populations, *G-Smo* tumors contained larger *Igf1*+ fractions of myeloid cells compared to *M-Smo* tumors (*p* = 0.012; *t*-test).

### Differential cytokine expression in *G-Smo* and *M-Smo* tumors

To consider potential mechanisms for the differences in macrophage populations in the two tumor types, we performed a non-biased comparison of cytokine expression. To generate a list of known cytokines and chemokines, we used the set of 232 genes tagged with the Gene Ontology term “Cytokine Activity”. For each gene, we conducted differential expression testing between *G-Smo* and *M-Smo* tumors. Macrophage Migration Inhibitory Factor *(Mif)* was the only differentially expressed cytokine, and was higher in *G-Smo* tumors compared to *M-Smo* tumors (Fig. 6i). MIF is a ligand for CD74^45^, and increased *Mif* in *G-Smo* tumors may contribute to the markedly lower *Cd74*+ population. Prior studies in human glioblastoma and melanoma associate MIF with cancer stem cells show that intercellular communication through MIF-CD74 is immunosuppressive, and that blocking MIF-CD74 signaling increases tumor-associated M1 macrophages^46–48^. Based on these prior studies and the inverse correlation of MIF and CD74 in our tumor model, we propose that MIF functions in medulloblastoma to bias myeloid cells toward an *Igf1*+ phenotype, and acts more effectively in *G-Smo* tumors, which have higher *Mif* expression.

### Differential mTORC1 activation in *G-Smo* and *M-Smo* tumors

To determine if this difference in *Igf1* may be biologically significant, we analyzed mTORC1 activity, which is increased by IGF1 signaling and known to be important in SHH medulloblastoma progression^49,50^. We measured mTORC1 activity by quantifying cells showing phosphorylated 4EBP1 protein in 5 *G-Smo* and 4 *M-Smo* tumors, using IHC. Both genotypes showed abundant p4EBP1+ cells in tumors, with significantly higher fractions p4EBP1+ cells in *G-Smo* tumors (Fig. 6j). The increased fraction of *G-Smo* cells showing mTORC1 activation is consistent with increased paracrine stimulation via IGF1. The difference in *Igf1*-expressing myeloid cells in *G-Smo* and *M-Smo* tumors demonstrates an effect of tumor genotype on the TME that may feedback on tumor phenotype by altering tumor mTORC1 activation, and thus contribute to differences in tumor growth and recurrence.

### Differential myeloid marker expression in mouse and human SHH medulloblastomas

We confirmed differential myeloid populations using IHC for the MHCII glycoprotein coded by *H2-Ea* and the pan macrophage/microglial marker IBA1, comparing 4 *G-Smo* and 3 *M-Smo* tumors (Fig. 7a). H2-EA+ macrophages were more prevalent in *M-Smo* tumors (Fig. 7b), consistent with the scRNA-seq data. These results confirm that the protein expression of these markers matched the transcript data from scRNA-seq and demonstrate that immunohistochemical staining for MHCII components was sufficient to distinguish between *G-Smo* and *M-Smo* tumors.

**Fig. 7:**
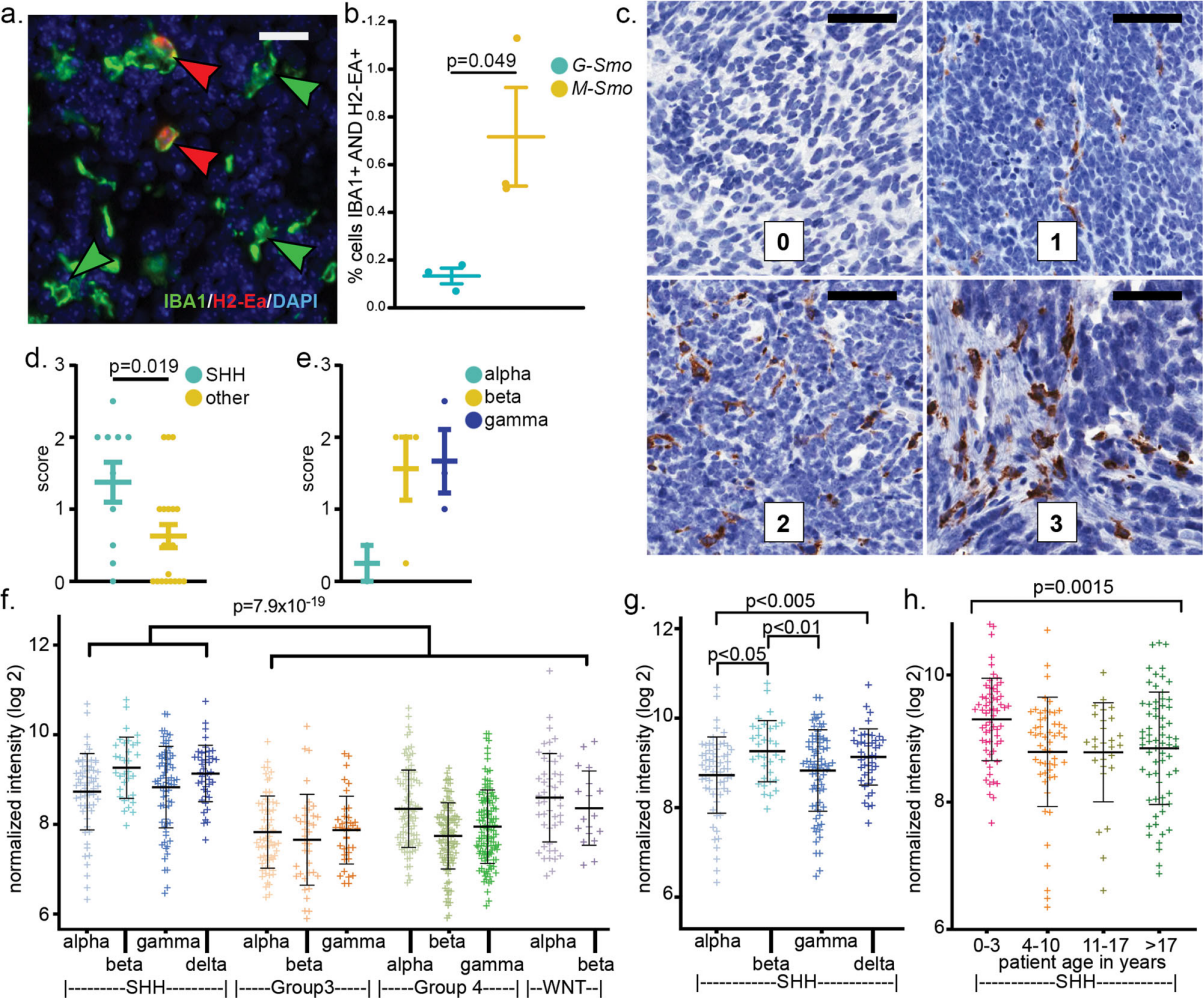
Differential MHCII/HLA expression in G-Smo versus M-Smo tumors and in human medulloblastoma subsets. **a** IHC for IBA1 and H2-Ea in a representative M-Smo tumor. **b** Quantification of the fraction of IBA1+/H2-Ea+ cells *G-Smo* and *M-Smo* tumors. **c** Representative IHC in human medulloblastomas using a pan-HLA-DR antibody, with scores as noted. **d**, **e** Quantification of the HLA-DR scores of human medulloblastomas for the indicated tumor types. **f**–**h** Analysis of *HLA-DRA* mRNA in published human medulloblastomas microarray data, comparing **f** SHH-subgroup versus all other subgroups, **g** SHH-alpha versus each other SHH subtype, or **h** SHH-subgroup stratified by age. Scale bars = 20 µm in **a** and 50 µm in **c**. Student’s test was used in **b**, **d**, **e** and one-way ANOVA was used in **f**–**h**. In all graphs, points represent values for individual replicates, bars indicate the means and whiskers indicate the SEM.

To determine whether similar differences in myeloid markers can be used to probe clinical medulloblastoma samples, we used IHC to detect HLA-DR proteins, the human orthologs of mouse H2-EA, as described previously^51^. We analyzed 30 medulloblastoma samples for which SHH, WNT, group 3, and group 4 subgroups and subtypes within each subgroup had been using bulk transcriptomic and methylomic analysis according to published criteria^2,52^. All slides were subjected to blinded review and the frequency of HLA-DR+ cells was scored on a scale of 0–3 (Fig. 7c)^51^. 10 of the medulloblastomas were SHH-subgroup tumors, and these tumors received significantly higher HLA-DR scores compared to tumors of the other types (Fig. 7d). Subtype was determinable for 9/10 SHH medulloblastomas, including 2 SHH-alpha tumors, 4 SHH beta tumors, and 3 SHH delta tumors. HLA-DR staining varied between SHH subtypes, with SHH-alpha tumors showing markedly less HLA-DR compared to beta and delta tumors (Fig. 7e). SHH beta and SHH delta are the infant-predominant subtypes^2^, and the trend toward higher HLA-DR expression in these subtypes suggests that a developmental process affects myeloid subgroups in human tumors, as in our mouse models.

The trends noted in our IHC analysis correlate well with bulk transcriptomic data from prior studies. In the published data first used to establish the subtypes within the 4 medulloblastoma subgroups^2^, SHH-subgroup tumors showed significantly higher *HLA-DRA* mRNA (Fig. 7f), and SHH-alpha subtype tumors showed significantly lower *HLA-DRA* mRNA, compared to the other SHH subtypes (Fig. 7g). We also examined SHH-subgroup tumors stratified by age, irrespective of subtype; infant medulloblastomas showed significantly higher *HLA-DRA* (Fig. 7h), consistent with developmental differences producing differences in the TME, as in our model.

### Developmental differences influence tumor fibroblast populations

Genotype-specific differences in the TME were not limited to myeloid cells; we also noted differences in the fibroblast populations. Fibroblasts in *G-Smo* and *M-Smo* tumors and P7 WT cerebella assorted into 3 clusters, with significant differences in the types of fibroblasts in each genotype (Fig. 8a–c). Each cluster showed specific gene expression patterns (Fig. 8d–f and Supplementary Data 9), with genotype-specific effects retinoid signaling genes; *Fabp5* was WT-specific, and *Rbp4* and *Crabp2* were specifically down-regulated in *G-Smo* tumors (Fig. 8g). These differential patterns show that the timing of oncogenesis affects the fibroblastic stroma of the TME as well as the tumor-associated myeloid cells.

**Fig. 8:**
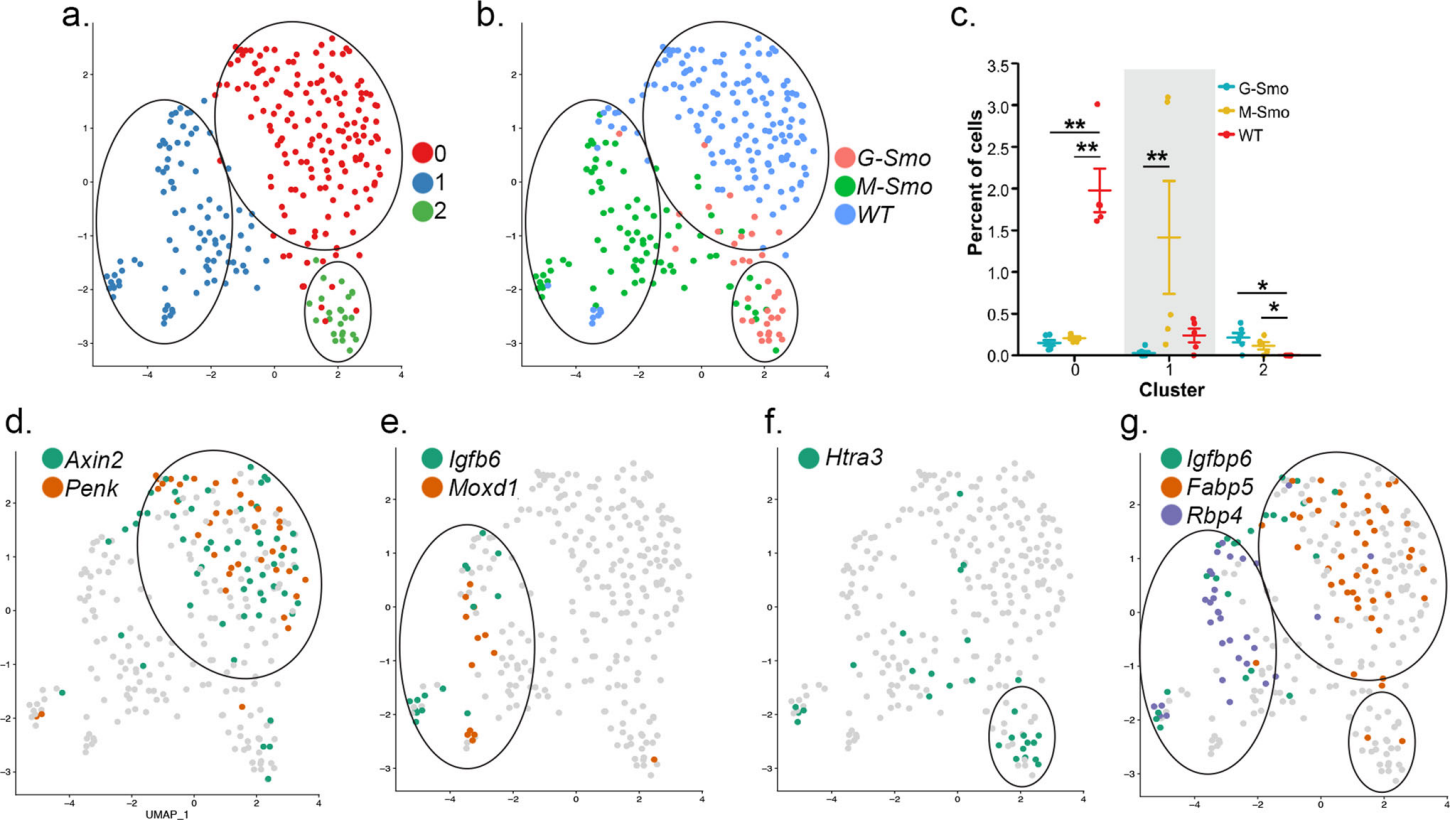
Different fibroblastic populations in G-Smo and M-Smo tumors. **a** UMAP showing fibroblastic cells from *G-Smo*, *M-Smo*, and P7 WT, with clusters color-coded and circled. **b** genotype color-coded on the UMAP from **a**. Circles indicate the positions of the clusters. **c** Comparison of the indicated cluster populations in *G-Smo*, *M-Smo*, and P7 WT. Dots represent values for individual replicates, bars indicate the means and whiskers indicate the SEM. **d**–**g** Feature plots on UMAP from **a**, showing expression of **d** Cluster ^F^0 markers *Axin2* and *Penk*, **e** Cluster ^F^1 markers *Igfbp6* and *Moxd1*, **f** Cluster ^F^2 marker *Htra3*, and **g** retinoic acid signaling components *Crabp2*, *Fabp5,* and *Rbp4*. Student’s test was used in **c**.

## Discussion

Our data show that medulloblastomas initiated by a common driver mutation at different points in a developmental trajectory can show similar transcriptomic profiles but contain significantly different populations of tumor and stromal cells and respond differently to therapy. 

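In the untreated tumors, the mean log2 value of 13 measured genes of the SHH pathway was 11.18 ± 0.053 (SD, n = 6) in *G-Smo* tumors and 11.09 ± 0.045 (SD, n = 6) in *M-Smo* tumors (two-sided exact permutation test, adjusted p = 0.0216 over 22 lists). Camera did not call the list against the other genes (adjusted p = 0.252 with an estimated correlation). Of these genes, 2 were higher in *G-Smo* tumors at an adjusted p under 0.05 from limma, none was lower and 11 did not pass (3 higher and 1 lower when adjusted over the list alone). *Hhip*, a target gene that encodes an inhibitor of hedgehog ligands, had a log2 intensity of 10.16 ± 0.13 (SD, n = 6) in *G-Smo* tumors and 9.76 ± 0.093 (SD, n = 6) in *M-Smo* tumors, a difference of 0.41 (standard error 0.070, adjusted p = 0.0141). *Boc*, which encodes a co-receptor of the pathway, differed by 0.25 (adjusted p = 0.0464), and its call was lost without any 1 of 11 tumors (highest adjusted p = 0.101) and after median centring (adjusted p = 0.0513). With the score of sex-linked genes in the model, the adjusted p was 0.0622 for *Hhip* and 0.0934 for *Boc*. *Gli1*, a transcription factor induced by the pathway, differed by 0.21 (adjusted p = 0.0817, and 0.0397 under a filter on dim probe sets and 0.0416 with trend and robust settings), and *Ccnd1*, a cyclin, by -0.020 (adjusted p = 0.872). Of 20 genes of granule neuron differentiation, none passed (0 higher and 2 lower when adjusted over the list alone; adjusted p = 0.544 with an estimated correlation). *Barhl1*, a transcription factor of the granule neuron lineage, differed by 0.095 (adjusted p = 0.449).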

*G-Smo* and *M-Smo* tumors both showed transcriptomic profiles in microarray studies that were consistent with SHH-subgroup medulloblastoma. However, scRNA-seq analysis demonstrated that *G-Smo* tumors, generated by initiating *SmoM2* expression in *Gfap*-expressing CNS stem cells, contained more proliferating cells at P15 and more *Olig2*+ tumor stem cells. In contrast, *M-Smo* tumors, generated by initiating *SmoM2* expression in *Atoh1*-expressing committed neural progenitors, contained more differentiating tumor cells at P15.

Our analysis of *Olig2*+ stem cell populations showed that the temporal pattern of stem cell regulation was different in *M-Smo* and *G-Smo* tumors. In the early stages of tumor growth at P5, both *G-Smo* and *M-Smo* tumors consisted mostly of OLIG2+ stem cells. As tumors grew over time, the fraction of OLIG2+ cells decreased in both genotypes, but *G-Smo* tumors retained larger OLIG2+ stem cell populations. The proliferation rate in the OLIG2+ populations was not different at P15, indicating that the difference in OLIG2+ population size is due to differences in the tendency of OLIG2+ cells or their progeny to maintain the stem cell phenotype. The developmental history of the tumors thus continued to influence tumor stem cell behavior weeks after tumor initiation.

Developmental history also influenced the interactions of *G-Smo* and *M-Smo* tumors with the TME. Not all stromal cell types showed strong differences between *G-Smo* and *M-Smo* tumors. Both tumor genotypes showed endothelial populations that were configured to support malignancy, with increased expression of the tumor stimulating cytokine *Cxcl12* and the drug efflux pump *Abcb1* (aka *Mdr1*), compared to endothelial cells in WT cerebella. However, these tumor-specific patterns of gene expression were not significantly different in *G-Smo* and *M-Smo* tumors. In contrast, myeloid and fibroblastic cells showed differences both between tumor versus WT and *G-Smo* versus *M-Smo* tumors, with *M-Smo* tumors harboring more anti-tumor *Cc2*+ cells and fewer tumor-promoting *Igf1*+ cells. Different patterns of cytokine expression, with increased *Mif* expression in *G-Smo* tumors, may mediate the different TME interactions. As the tumor-TME interactions include oncogenic, paracrine signaling, these differences in tumor and stromal populations produce complex, re-enforcing effects; thus, differences in *Igf1*-expressing myeloid populations correlate with differences in mTORC1 activation in tumor cells Differences in developmental history, therefore did not produce large differences in global gene expression profile, but significantly altered the heterogeneity within tumors, producing differences that can be self-amplifying.

Our analysis identified multiple processes that are likely to contribute mechanistically to the differences in the progression and recurrence of *G-Smo* and *M-Smo* tumors. *Olig2*-expressing tumor stem cells, Ccr2+ macrophages, and *Igf1*+ microglial have all been shown to affect tumor progression and prognosis^25,28,42^. The importance of *Olig2*+ medulloblastoma stem cells was shown in prior studies where targeting the *Olig2*+ population, either by conditional ablation of *Olig2*-expressing cells using HSV TK or conditional genetic deletion of the *Olig2* locus, reduced the growth of SHH-driven medulloblastomas in mice^25^. We propose that by preventing p53-dependent apoptosis after xRT, pOLIG2 in tumor stem cells may allow survival long enough for DNA repair, as seen in *Bax*-deleted medulloblastomas after xRT^20^.

Differences in *Igf1*+ and *Ccr2*+ myeloid cells may also contribute to poor outcomes in *G-Smo* mice. *Ccr2*-expressing macrophages, which are reduced in *G-Smo* tumors, have been shown to suppress tumor growth^42^. In contrast, *Igf1*-secreting microglia, which are increased in *G-Smo* tumors, support medulloblastoma progression^28^. The differences in the polarization of myeloid cells in *G-Smo* and M-Smo tumors, along with differences in *Olig2*+ stem cells, are multiple mechanisms that are each sufficient to worsen prognosis, and these mechanisms may act in combination.

Several factors may obscure important features in bulk transcriptomic studies. Transcriptomic signals from small subsets of cells may not be detectable when averaged with larger subsets of cells in bulk tumor lysates. For example, *Ccr2*+ cells did not produce a detectable signal in our microarray study but were detectable by scRNA-seq. In addition, cell types that are very common, such as proliferating cells, may generate large signals that do not produce statistically detectable variation, as we found that proliferation markers were not statistically different in bulk transcriptomic analysis but proliferative cells were enriched in *G-Smo* tumors. Additionally, genes that are important markers within one cell type may be expressed by other cell types that are also present in the samples. For example, *Olig2* is expressed in medulloblastoma samples by tumor stem cells and by oligodendrocytes. 

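*Ccr2*, which encodes a chemokine receptor of monocytes, had a log2 intensity of 4.32 ± 0.24 (SD, n = 6) in untreated *G-Smo* tumors and 4.35 ± 0.22 (SD, n = 6) in untreated *M-Smo* tumors. The log2 difference was -0.028 (95% confidence interval -0.30 to 0.24, adjusted p = 0.934 from limma). Of 14 measured genes of macrophages and MHC class II, 3 were lower in *G-Smo* tumors, none was higher and 11 did not pass (5 lower when adjusted over the list alone; camera gave an adjusted p = 0.222 with an estimated correlation). *Lyve1*, a hyaluronan receptor of perivascular macrophages and lymphatic vessels, differed by -0.91 (standard error 0.11, adjusted p = 0.00149), *Mrc1*, which encodes the mannose receptor, by -0.71 (standard error 0.11, adjusted p = 0.00874) and *Pf4*, a chemokine, by -0.53 (standard error 0.085, adjusted p = 0.0101). For 3 genes of this list, *Mrc1* and *Pf4* among them, the values in the paper's table had been seen beforehand. Of 14 microglia genes, none passed over all probe sets or when adjusted over the list alone (adjusted p = 0.997 with an estimated correlation). *Cx3cr1*, the fractalkine receptor of microglia, differed by -0.040 (adjusted p = 0.867).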

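*Mki67*, which encodes the proliferation antigen Ki-67, had a log2 intensity of 12.19 ± 0.037 (SD, n = 6) in untreated *G-Smo* tumors and 12.03 ± 0.074 (SD, n = 6) in untreated *M-Smo* tumors. The log2 difference was 0.15 (95% confidence interval 0.045 to 0.26, adjusted p = 0.122 from limma). All 6 *G-Smo* tumors lay above every *M-Smo* tumor (two-sided exact permutation test, unadjusted p = 0.00216, the smallest it allows). The nearest tumors were almost level, *G-Smo* replicate 1 at 12.148 and *M-Smo* replicate 4 at 12.144. Of 27 measured genes of mitosis, none passed over all probe sets, 8 were higher when adjusted over the list alone, and the mean was higher in *G-Smo* tumors for 27 of 27. *Bub1b*, a kinase of the spindle checkpoint, differed by 0.32 (adjusted p = 0.0502), *Plk1*, a mitotic kinase, by 0.31 (adjusted p = 0.075) and *Birc5*, which encodes survivin, by 0.28 (adjusted p = 0.0758). The mean log2 value of the list ran from 10.40 to 10.54 in *G-Smo* tumors and from 10.07 to 10.49 in *M-Smo* tumors (two-sided exact permutation test, p = 0.0433, adjusted p = 0.068 over 22 lists), and camera gave an adjusted p = 0.324 with an estimated correlation. Of 24 genes of S phase, none passed, also when adjusted over the list alone (adjusted p = 0.486 with an estimated correlation), and *Tyms*, the thymidylate synthase, differed by 0.19 (adjusted p = 0.115). None of 19 genes of replication-dependent histones passed either way (adjusted p = 0.486 with an estimated correlation). *Mki67* passed with the methods' test per probe set (adjusted p = 0.0472) and with limma's trend and robust settings (adjusted p = 0.0339), but not with the score of sex-linked genes in the model (adjusted p = 0.153) or the replicate number as a block (adjusted p = 0.251). *Bub1b* and *Plk1* passed with trend and robust (adjusted p = 0.0252 and 0.0405), under a filter on dim probe sets (adjusted p = 0.0256 and 0.0397) and among probe sets with 1 gene symbol (adjusted p = 0.0296 and 0.0472), and *Birc5* in the last 2 (adjusted p = 0.0392 and 0.0473). *Bub1b* also passed with identical probe sets counted once (adjusted p = 0.0495).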

Bulk transcriptomic datasets cannot distinguish *Olig2* mRNA expressed by oligodendrocytes from stem cell-derived *Olig2*. In contrast, studies with cellular resolution, including scRNA-seq and IHC, allow the detection of both small populations, the counting of proliferative cells identified by multiple markers, and the differentiation of markers by their cellular context. 

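*Olig2*, which encodes a transcription factor of the oligodendrocyte lineage, had a log2 intensity of 9.79 ± 0.13 (SD, n = 6) in untreated *G-Smo* tumors and 10.07 ± 0.11 (SD, n = 6) in untreated *M-Smo* tumors. The log2 difference was -0.29 (95% confidence interval -0.45 to -0.13, adjusted p = 0.0591 from limma). All 6 *G-Smo* tumors lay below every *M-Smo* tumor (two-sided exact permutation test, unadjusted p = 0.00216, the smallest it allows). The nearest tumors were almost level, *G-Smo* replicate 2 at 9.9541 and *M-Smo* replicate 5 at 9.9545. *Olig1*, its neighbor in the genome and in function, differed by -0.22 (adjusted p = 0.141) and *Sox10*, a transcription factor of oligodendrocytes and their precursors, by -0.38 (adjusted p = 0.124). Of 13 measured genes of myelinating oligodendrocytes, 5 were lower in *G-Smo* tumors, none was higher and 8 did not pass (10 lower when adjusted over the list alone; adjusted p = 0.222 with an estimated correlation). With the score of sex-linked genes in the model 1 of them was lower, at a list median of -1.01 against -0.79 without it. For 2 of these genes, *Cldn11* and *Padi2*, the values in the paper's table had been seen beforehand. The mean log2 value of this list was 7.08 ± 0.29 (SD, n = 6) in *G-Smo* tumors and 8.06 ± 0.62 (SD, n = 6) in *M-Smo* tumors, with *M-Smo* replicate 1 at 9.19 and the other *M-Smo* tumors at 7.52 to 8.33. Of 10 genes of oligodendrocyte precursors, *Bmp4*, a growth factor, was lower by -0.94 (adjusted p = 0.0241), and 9 did not pass (3 lower when adjusted over the list alone; adjusted p = 0.222 with an estimated correlation). Its call was lost without any 1 of 4 tumors (highest adjusted p = 0.0593), and *M-Smo* replicate 1 had the highest mean of this list too, at 9.25 against 8.71 to 8.87. Of 12 stem cell markers none passed (1 higher and 3 lower when adjusted over the list alone; adjusted p = 0.544 with an estimated correlation), and *Nes*, which encodes nestin, differed by 0.20 (adjusted p = 0.487). *Olig2* passed under a filter on dim probe sets (adjusted p = 0.0298), among probe sets with 1 gene symbol (0.036) and with limma's trend and robust settings (0.0315).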

While bulk transcriptomic analysis of *HLA-DRA* mRNA showed trends that matched our HLA-DR IHC study, the variability between samples in each subtype of the bulk analysis was large; statistical trends could be discerned between subtypes, but each subtype included individuals within a wide range of values. Larger studies are needed to determine if cell-resolved data for markers, including IHC for HLA-DR or OLIG2, may allow stratification into more homogeneous groups than the SHH subtypes identified by bulk methods.

The developmental differences between *G-Smo* and *M-Smo* tumors are complex and include differences in both timing and lineage. *Gfap* expression, and thus *SmoM2* activation in *G-Smo* tumors, begins earlier than *Atoh1* expression and *SmoM2* activation in *M-Smo* tumors. Moreover, the *hGFAP-Cre* transgene is likely to activate *SmoM2* in *Nes*+ */Atoh1*− neural stem cells in the EGL; these cells are known to be SHH sensitive but do not express *Atoh1* and thus are likely not to be targeted by *Math1-Cre*. As a result, *G-Smo* tumors initiate in both *Atoh1*+ and *Nes*+ */Atoh1*− lineages, while *M-Smo* tumors initiate in only the *Atoh1*+ lineage. However, we have previously shown that *SmoM2* activation relaxes lineage restriction in *M-Smo* tumors, increasing the tendency of *Atoh1*-lineage cells to take on glial fates^10^. The lineage and timing differences are thus interlinked and may be impossible to deconvolute. The net result, however, is to produce consistent differences in tumor heterogeneity.

Our data show that developmental events that would be cryptic in a clinical setting can influence the clinical outcomes by affecting both tumor cells and stroma. While these effects passed undetected in bulk transcriptomic studies, the fractions of OLIG2+ tumor cells and MHCII-expressing macrophages were effective biomarkers that distinguished radioresistant stem cell-derived tumors from radiosensitive tumors originating in CGNPs. These biomarkers succeeded because they were sensitive to differences in cellular heterogeneity. Similarly, *Olig2*+ populations and myeloid subtypes are readily measurable in clinical samples. While scRNA-seq identified differences between tumors, each of these differences can also be probed in clinical samples using IHC or flow cytometry, which preserves cellular information that is lost in transcriptomic analysis. Future studies are needed to determine whether analysis of these parameters provides prognostic information that reduces the heterogeneity of transcriptomic subgroups, improving prognostication and precision therapy.

## Methods

### Mice

We crossed *SmoM2* mice (Jackson Labs, stock # 005130) with *hGFAP-Cre* mice (Jackson Labs, stock # 004600), to generate *G-Smo* mice, and with *Math1-Cre* (Jackson Labs, stock #011104) to generate *M-Smo* mice. All mice were of species *Mus musculus* and crossed into the C57BL/6 background through at least five generations. All animal studies were carried out with the approval of the University of North Carolina Institutional Animal Care and Use Committee under protocols (19-098).

### Human subjects

Medulloblastoma samples were obtained from patients consented under the University of Colorado IRB COMIRB 95-500. All patient materials were de-identified prior to their use in this study.

### Histology, IHC, and western blot

For histology and IHC, mouse brains were processed, immunostained, and quantitatively analyzed as previously described^10,20,53^. For western blot, samples were snap-frozen and lysed, blotted, and stained as previously described^53^. Primary antibodies used were: cC3 1:100 (Biocare, #229), pRB diluted x (x), OLIG2 diluted 1:100 (Cell Marque, # 387R-14), pOLIG2 diluted 1:3000 (x), SOX10 diluted 1:200 (Cell Signaling Technology, #7833S), MHC Class II glycoprotein H2-Ea diluted 1:200 (Novus, # NBP1-43312), IBA1 1:2000 (Wako Chemicals, #019-19741) and HLA-DR diluted 1:50 (Wako NBP2-47670), and p4EBP1 diluted 1:500. HLA-DR studies were performed as previously described^51^. All other stained slides were counterstained with DAPI, digitally imaged using an Aperio Scan Scope XT (Aperio), and subjected to automated cell counting using Tissue Studio (Definiens).

### Radiation therapy and survival studies

Medulloblastoma-bearing mice were treated with 10 Gy X-ray irradiation, delivered as 5 fractions of 2 Gy each, as previously described^20^. Briefly, starting P10, *G-Smo,* and *M-Smo* mice were irradiated daily for 5 days. Irradiation was performed under general anesthesia with isoflurane, delivered by vaporizer through nose cones, after which mice were allowed to recover and then returned to their dams. Following radiation therapy, radiation-treated mice and untreated littermate controls were observed for symptoms of tumor progression, including movement disorder, ataxia, or sustained weight loss. Mice showing symptoms of progression were euthanized, and the time to progression was considered to be the EFS. Brain pathology was analyzed to confirm tumor progression.

### Microarray analysis

Medulloblastomas were harvested from P15 *G-Smo* and *M-Smo* mice and immediately flash frozen. Some P15 *G-Smo* and *M-Smo* mice were subjected to 10 Gy xRT as a single fraction 2 h before harvest. Frozen tissue was homogenized by sonication in RLT buffer (Qiagen), and total RNA was purified following the manufacturer’s instructions (QIAGEN, cat#74104). RNA was labeled, hybridized to Affymetrix Mouse Gene 2.1ST arrays, per manufacturer’s protocol (Affymetrix, Santa Clara, CA USA), and scanned by the UNC-Lineberger Genomics core. Microarray analysis was performed using the Partek Genomics Suite (Partek Incorporated, St. Louis, Missouri). 1-way ANOVA was used to identify genes that varied significantly between the two genotypes and 2-way ANOVA was used to analyze variation in xRT-treated and untreated *G-Smo* and *M-Smo* tumors.

### Tissue preparation for Drop-seq

Mice were anesthetized using isoflurane and then euthanized via decapitation. The brain was divided along the sagittal midline and one half was processed for histology while a large sample of tumor was dissected from the other half and processed for Drop-seq analysis. This sample was dissociated using the Papain Dissociation System (Worthington Biochemical) following the protocol used in previous studies^10,54^. Briefly, tumor samples were incubated in papain at 37 °C for 15 min, then triturated, and the suspended cells were spun through a density gradient of ovomucoid inhibitor.

Pelleted cells were then resuspended in 1 mL HBSS with 6 g/L glucose and diluted in PBS-BSA solution to a concentration of 95–110 cells/µL. Barcoded Seq B Drop-seq beads (ChemGenes) were diluted in Drop-seq lysis buffer to a concentration between 95–110 beads/µL. Tumor cells were co-encapsulated with barcoded beads using FlowJEM brand PDMS devices as previously described^10^. All cells were processed within one hour of tissue dissociation. Droplet breakage and library preparation steps followed Drop-seq protocol V3.1^55^. After PCR, amplified cDNA was subjected Ampure XP cleanup at 0.6× and 1× ratios to eliminate residual PCR primers and debris. found by the bioanalyzer electropherogram. 1.If PCR failed to generate adequate cDNA, the PCR was repeated with the 3rd round increased from 11 to 13 cycles.

For QC purposes, library pools consisting of the tagmented cDNA from 2000 beads/run were prepared and sequenced to low depth (~2.5 M reads/2 K beads). We used the resulting data to assess library efficiency, including total read losses to PolyA regions, nonsense barcodes, and adapter sequences as well as the quality and number of the transcriptomes captured. Passable runs contained 40–60% of reads associated with the top 80–100 barcodes found in 2000 beads.

Drop-seq runs passing QC were then prepared for high-depth sequencing on an Illumina Hi-Seq 4000. Each sample underwent a new generation of bulk cDNA from the stored beads and was prepared with the same ratios as described above. Pools were formulated according to the number of cells/sample to avoid oversampling of each sample and to balance the reads per lane across the Hi-Seq.

### Processing of scRNA-seq data

Full data analysis code is available at https://github.com/malawsky/Gershon_single-cell.

Data analysis was performed using the Seurat R package version 3.1.1^56^. Data were subjected to several filtering steps. First, only genes that were detected in at least 30 cells were considered, to prevent misaligned reads appearing as rare transcripts in the data. Cells were then filtered using specific QC criteria to limit the analysis to cells with transcriptomes that were well-characterized and not apoptotic.

We noted that *G-Smo* cells were sequenced at a greater depth than *M-Smo* cells which can introduce unwanted batch effects into the analysis. Consistent with best practices^24^, we downsampled the *G-Smo* cells to 60% of their original depth so as to achieve similar sequencing depth between *G-Smo* and *M-Smo* cells prior to further filtering.

Putative cells with fewer than 500 detected RNA molecules (nCount) or 200 different genes (nFeature) were considered to have too little information to be useful, and potentially to contain mostly ambient mRNA reads. Putative cells with >4 standard deviations above the median nCount or nFeature were suspected to be doublets, improperly merged barcodes, or sequencing artifacts and were excluded. As in our previously published work, putative cells with more than 10% mitochondrial transcripts were suspected to be dying cells and also excluded^10^.

In total, 53% of putative cells from *G-Smo* mice and 49% of putative cells from *M-Smo* mice met QC criteria and were included in the analysis. From the 6 *G-Smo* mice, we included a total of 8699 cells with a range of 802–2056 cells per animal and a median of 1481 cells. From the five *M-Smo* mice, we included a total of 5930 cells, with a range of 614–2512 cells per animal and a median of 821 cells.

### scRNA-seq Data normalization, clustering, differential gene expression, and visualization

The data were normalized using the SCTransform method as implemented in Seurat. The function then selected the top 3000 most highly variable genes. PCA was performed on the subset of highly variable genes using the RunPCA function. The number of PCs to be used in the downstream analysis was chosen to be 17 based on examining the elbow in the elbow plot as implemented by Seurat.

We used the FindNeighbors and FindClusters functions to identify cell clusters in the data. Briefly, these functions define a graph connecting cells to each other by weighted edges and then identify clusters in the graph that place each cell into a single cluster using the Louvain algorithm. For the FindClusters function, we found that a resolution of 1.2 produced biologically meaningful clusters.

To identify differential genes between clusters of cells, Wilcoxon rank-sum test was used to compare gene expression of cells within the cluster of interest to all cells outside that cluster as implemented by the FindMarkers function. Specific parameters for the genes to be analyzed based on their log fold change between the two compared groups and percent of cells expressing the gene in at least one of the groups are available in the data analysis code. Uniform Manifold Approximation and Projection were used to reduce the PCs to two dimensions for data visualization using the RunUMAP function. For re-iterated analysis of the isolated stromal clusters, the same procedures were used with parameters changed as described in the data analysis code.

### Cell-type identification

Following PCA and UMAP, we inspected clusters for expression of indicated markers using the differential gene expression results. Marker genes were plotted using an expression cut off to facilitate the visualization of both high- and low-expression genes on a single plot. Cutoffs are applied so that only cells with expression >cutoff received the color corresponding to that gene. These cutoffs are available in the data analysis code. In feature plots of multiple genes, for individual cells expressing multiple markers, each gene was over-plotted in the order described in the code. Feature plots of genes will be made available upon reasonable request.

### Harmony analysis

To merge the previously published WT data set with the tumor data set, we used the Harmony algorithm^30^. First, the WT and tumor data set were analyzed in single SCTransform normalization and PCA steps. The Harmony algorithm then used the cells’ PCA coordinates and data set identity to calculate new coordinates for each cell so as to minimize data set dependence when applying clustering to the cells. This algorithm produced a dimensional reduction that was used in place of PCA with the same steps applied to the data as described in the “Data normalization, clustering, differential gene expression, and visualization” and “Cell-type identification” subsections of the “Methods” section.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

The microarray data were deposited Gene Expression Omnibus database under the accession code GSE155471. The scRNA-seq data were deposited in the Gene Expression Omnibus database under the accession code GSE150579. Expression data is also available through our web-based application https://gsmovmsmoviewer.shinyapps.io/GvMviewer/.

# Supplementary material for: Cryptic developmental events determine medulloblastoma radiosensitivity and cellular heterogeneity without altering transcriptomic profile
**Source:** Commun Biol. 2021 May 21;4:616. doi: 10.1038/s42003-021-02099-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplemental Data 1

Description: Microarray comparison of *G-Smo* vs *M-Smo* tumors.

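Each line of this table is a probe set that differed between *G-Smo* and *M-Smo* tumors, with its p-value from ANOVA and its fold. A positive fold stands for a higher level in *G-Smo* tumors, as for *Prm1*. The copy at hand holds 63 lines, with a smallest fold of 2.01. The folds recomputed from the 6 untreated tumors of each genotype lay within 0.01 of the paper's for 63 of 63 probe sets, and 60 of them passed the adjusted p under 0.05 from limma together with a 2-fold difference. The 3 others were *4930481A15Rik*, with a log2 difference of 1.22 (adjusted p = 0.0591), *Sncg*, which encodes gamma-synuclein, with -1.07 (adjusted p = 0.0788), and a probe set without a symbol (adjusted p = 0.0506). Both *Tfap2a*, which encodes a transcription factor, and *Tekt5*, which encodes a tektin, were lower in *G-Smo* tumors, by -1.02 (adjusted p = 0.00403) and -1.08 (adjusted p = 0.0116).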

File name: Supplemental Data 2

Description: Microarray comparison of *G-Smo* vs *M-Smo* tumors in Schuller et al. 2008.

File name: Supplemental Data 3

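A 2-way ANOVA on *G-Smo* and *M-Smo* tumors, untreated and 2 h after xRT, gives each probe set 3 p-values, for genotype, for treatment and for their interaction. The interaction asks whether the change after xRT differs between the genotypes. The copy of the paper's table at hand holds 72 lines, whose interaction p-values reach 0.000954 at most, and 36 of its lines have a treatment p under 0.05. *Cyyr1*, *Fez2*, *Gpr26* and *Rhob* are among the genes it names. In the untreated tumors their log2 differences between genotypes, *G-Smo* minus *M-Smo*, were -0.061 (adjusted p = 0.566 from limma), 0.072 (adjusted p = 0.593), -0.091 (adjusted p = 0.633) and -0.032 (adjusted p = 0.797). Their values after xRT were not analysed here.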

Description: Microarray comparison of *G-Smo* vs *M-Smo* tumors, untreated vs 2 hours after radiation.

File name: Supplemental Data 4

Description: Cluster markers in *G-Smo* vs *M-Smo* scRNA-seq data.

File name: Supplemental Data 5

Description: Genes differential in *G-Smo* clusters 1,2,7 vs *M-Smo* in scRNA-seq data.

File name: Supplemental Data 6

Description: Cluster markers in *G-Smo*, *M-Smo* & WT scRNA-seq data.

File name: Supplemental Data 7

Description: Endothelial cluster markers in *G-Smo*, *M-Smo* & WT scRNA-seq data.

File name: Supplemental Data 8

Description: Myeloid cluster markers in *G-Smo*, *M-Smo* & WT scRNA-seq data.

File name: Supplemental Data 9

Description: Fibroblast cluster markers in *G-Smo*, *M-Smo* & WT scRNA-seq data.

# Supplementary material for: Cryptic developmental events determine medulloblastoma radiosensitivity and cellular heterogeneity without altering transcriptomic profile
**Source:** Commun Biol. 2021 May 21;4:616. doi: 10.1038/s42003-021-02099-w
**Supplement:** Supplementary file 13 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

n/a

Data analysis

Data was processed according to the Drop-Seq Core computation protocol version 1.0.1 (http://mccarrolllab.org/wp-content/uploads/2015/05/Drop-seqAlignmentCookbook_v1.1Aug2015.pdf). Alignment was done with the GRCm38 assembly using STAR 2.7.0e. All analyses were carried out using Seurat version 3.1.1 and Seurat's implementation of SCTransform and Harmony as described with citations in the Methods. Code was run in R 3.5.0. All code is available at https://github.com/malawsky/Gershon_single-cell.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The microarray data was deposited Gene Expression Omnibus database under the accession code GSE155471.. The scRNA-seq data were deposited in the Gene Expression Omnibus database under the accession code GSE155471. Expression data is also available through our web-based application: <https://gsomovmsviewer.shinyapps.is/GvMviewer>.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was determined to be adequate to show condition-specific differences in prior published studies.
Data exclusions	No data were excluded from analysis, except scRNA-seq data from cells that failed to pass specific QC measures determined prospectively and described in the methods.
Replication	Experimental findings were replicated as described in the text. Microarray findings were replicated in a published dataset. Radiation studies were performed on the specified number of replicates. Specific scRNA-seq findings were confirmed using immunohistochemistry.
Randomization	Male and female mice were randomly assigned to each treatment group.
Blinding	The technician was blinded to the sex of the mice when assigning to radiation or control groups. Unsupervised methods used to perform cluster analysis were blinded as to the genotypes of the mice.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.
Validation	All antibodies were validated by the vendor. IBA1 and H2-Ea were validated further using mouse spleen as a positive control. SOX10 and OLIG2 antibodies were validated further using mouse brain sections as positive controls.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Mus musculus, strain C5BL/6 age and genotype as described in the text.
Wild animals	none
Field-collected samples	none
Ethics oversight	All studies were carried out under the supervision of the University of North Carolina IACAC, under protocol number 19-098.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	Human medulloblastomas were collected from patients presenting for surgical resection. Only patients with medulloblastoma, diagnosed by neuropathology were included, and no consenting patients with medulloblastoma were excluded.
Recruitment	No participants were recruited.
Ethics oversight	Human tumor banking was conducted under University of Colorado IRB protocol COMIRB 95-500. All material was de-identified and stripped of PHI prior to use in these studies.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

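Tumors of *G-Smo* and *M-Smo* mice were harvested at P15, untreated or 2 h after a single 10 Gy dose of xRT, with 6 tumors in each of the 4 groups, and each was measured on 1 Affymetrix Mouse Gene 2.1 ST array. Nothing but the genotype, the treatment and a replicate number is given for each array. The authors' deposited values are log2 intensities per probe set, made by robust multi-array averaging (RMA), and the methods name the Partek Genomics Suite for the analysis. Values were given for 41345 probe sets in the 12 untreated arrays and for 1019 of these (2.46%) in the 12 irradiated arrays. The medians of the log2 values were 6.39 to 6.42 in untreated *G-Smo* tumors and 6.38 to 6.41 in untreated *M-Smo* tumors over 41345 probe sets, and 6.27 to 6.63 and 6.34 to 6.59 in irradiated tumors labelled *G-Smo* and *M-Smo* over 1019. For arrays there is no depth of counts, and their number limits the precision. No probe set's level was set against another's.

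The platform annotation gave exactly 1 gene symbol to 23521 probe sets, several to 1814 and none to 16010. The gene IDs of 23328 of the probe sets with 1 symbol were found in the RefSeq gene table, and no coordinate is given. That table served to check names, to find list genes under other names and to give gene types, such as protein-coding. The probe sets with 1 symbol cover 22180 genes, 1082 of them with several probe sets, and a gene in a list was represented by its probe set with the highest mean. Identical values in every untreated array were shared by 1395 probe sets in 593 sets, and these were counted each. None of the 1019 probe sets measured in irradiated tumors has a gene symbol.

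Tests, exact tests included, were run in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Figures were drawn in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. The untreated genotypes were compared with limma's lmFit and eBayes over the 12 untreated arrays. The methods name a 1-way comparison of the genotypes, and their text does not say which arrays entered it. The paper's results name 6 tumors of each genotype for its comparison. The 24 arrays were fitted as 4 groups of 6 for xRT within and over the genotypes, for genotype over all tumors and for the interaction, and irradiated genotypes were compared over their 12 arrays. All tests were two-sided with Benjamini-Hochberg adjustment over all probe sets of the fit and a threshold of 0.05, with and without a fold of at least 2. Single values were compared with an exact permutation test over the 924 assignments of 6 tumors against 6, whose smallest p is 0.00216. The methods' test per probe set, unmoderated, was run on the same arrays. The steps were tested on simulated data with known changes.

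The 22 gene lists cover p53 targets, immediate early genes, mitosis, S phase, replication-dependent histones, the SHH pathway, granule neuron differentiation, stem cell markers, ventricular zone and unipolar brush cell lineages, oligodendrocyte precursors, myelinating oligodendrocytes, astrocytes, endothelial cells, fibroblasts and meninges, microglia, macrophages and MHC class II, ependyma and choroid plexus, Purkinje cells, brain stem and motor neurons, erythrocytes, cytokines and sex-linked genes. For each list the members past the threshold were counted over all probe sets and adjusted over the list alone. The list was tested with camera, with the correlation between genes estimated from the data, and with a preset correlation of 0.01 and fry as alternatives. The mean over its members in each tumor was compared by the exact test. None of these lists passed camera's test with an estimated correlation, whose adjusted p was 0.222 or more. Several lists hold genes whose values in the paper's tables had been seen beforehand.

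Apart from *Hoxa2*, *Hoxb3* and *Slc6a5*, members of the lists that were named after their values were seen, the genes named in the text follow a rule fixed with the lists before the data were examined. They are the genes the paper names for its arrays or lists in Supplementary Data 1 or 3, the markers of its single-cell part, the 10 highest and 10 lowest differences among probe sets with 1 symbol that passed the test (without predicted, numbered or small RNA genes), and 2 to 4 members of each list described. By this rule the list members were picked from the data, as those with the smallest adjusted p and then the largest absolute log2 difference. Alternatives set at the same time were median centring, quantile normalization, a filter at the 40th percentile of mean intensity, only probe sets with 1 symbol, identical probe sets counted once, limma's trend and robust settings, the methods' test, array weights, a fit over all 24 arrays, the replicate number as a block, a score of sex-linked genes as a covariate, other thresholds and leaving out each array in turn. The genotype labels of the irradiated arrays were checked after an unequal pattern of levels had been seen in them. A pair of alternatives on these labels was added then.

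The previously published arrays behind Supplementary Data 2 and the single-cell data were not analysed here. Levels of named genes after xRT were not analysed here either. *Cd74* and *Ddx3y* have no probe set of their own, and sex-linked genes were used for a check of sex only.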

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

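Of the tests weighed here, the comparison with microglia and the count of *M-Smo* tumors above every *G-Smo* tumor were chosen only after the result was seen. The check of sex on the mean score of marker gene lists used lists taken up for their separation, so it was not set beforehand either. The other tests were set beforehand.

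In the first pattern, the mean score of 5 lists of marker genes, of fibroblasts and meninges, myelinating oligodendrocytes, astrocytes, endothelial cells and macrophages, was lower in untreated *G-Smo* tumors by -0.43 (95% confidence interval -0.62 to -0.23). Of their measured genes 8 of 20, 5 of 13, 4 of 10, 3 of 14 and 3 of 14 passed, and camera called none of the 5 lists (adjusted p = 0.222 with an estimated correlation for each). With a score of sex-linked genes in the model the difference was -0.51 (interval -0.72 to -0.30, with a bound of -0.302), so it did not shrink. This argues against unequal sexes of the mice as its source, for lists that were taken up for their separation. A larger share of tumor cells in *G-Smo* tumors would lower every other cell type alike. The microglia score differed by -0.012 (interval -0.16 to 0.13) and the gap between both scores by -0.41 (two-sided exact permutation test, p = 0.00216). The 5 lists were taken up for their separation and microglia were compared after their score was seen, so the p of the gap decides nothing. A larger share stays open, though the microglia score did not fall with the others. Neighboring tissue in *M-Smo* tumors stays open. In the mean score 6 of 6 *M-Smo* tumors lay above every *G-Smo* tumor (5 of 5 without *M-Smo* replicate 1, with a difference of -0.37), but these lists were taken up for that separation, so the count decides nothing. Other values go with neighboring tissue: *Ttr* of the choroid plexus was at 11.12 in *M-Smo* and 7.23 in *G-Smo* tumors (adjusted p = 0.11), high in 5 of 6 *M-Smo* tumors and 1 of 6 *G-Smo* tumors, and *Hoxa2*, *Hoxb3* and *Slc6a5* stood high in *M-Smo* replicate 1. A systematic difference in dissection and the genotype itself also stay open and were not tested.

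The number of probe sets that differed is the second pattern, since 993 of the 1057 lay under 2-fold and outside what the paper discusses. Chance can be excluded for this count: among 100 splits of the 12 untreated arrays only the real one, 1 split, gave as many, and the highest other gave 1. The same holds for the 64 probe sets with 2-fold or more, where 1 of 100 splits, the real one, gave as many and the highest other gave 1. Unequal sexes were tested by the calls left with high or low *Xist* in the model, 457, but 68 of 90 divisions of the arrays that are spread over the genotypes as *Xist* is, the real one included, left as few or fewer (104 to 1604 over the others, median 278), which argues against sex as the source of the drop. The genotype and unrecorded differences in harvest or hybridization stay open and were not tested.

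The following gene lists differed between the untreated genotypes in their mean score by the two-sided exact permutation test, adjusted over 22 lists. The median log2 difference was 0.056 for p53 targets (adjusted p = 0.0212) and 0.11 for the SHH pathway (adjusted p = 0.0216). It was -0.56 for ventricular zone and unipolar brush cell lineages, -0.79 for myelinating oligodendrocytes, -0.20 for endothelial cells, -0.32 for fibroblasts and meninges and -0.22 for brain stem and motor neurons, which was -0.13 without *M-Smo* replicate 1 (adjusted p = 0.00952 for each with all tumors). It was -0.34 for astrocytes, -0.15 for macrophages and MHC class II and -0.14 for cytokines, which was -0.084 without *G-Smo* replicate 6 (adjusted p = 0.0179 for each with all tumors), -0.19 for oligodendrocyte precursors (adjusted p = 0.0216), and -0.17 for ependyma and choroid plexus and -0.23 for erythrocytes (adjusted p = 0.0476 for each). The adjusted p-values belong to the mean scores and not to these medians. The mean difference was -0.58 for ependyma and choroid plexus, where *Ttr* alone differed by -3.89 among 11 measured genes. It was -0.28 for brain stem and motor neurons, where *Isl1* alone differed by -1.88 among 13 measured genes. The value of *Isl1* in the paper's table had been seen beforehand. The list p therefore rests in part on a gene known to differ in these arrays. The mean difference was -0.98 for myelinating oligodendrocytes. The erythrocyte list had 2 measured genes of 9. No list passed camera's test with an estimated correlation.

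Single arrays stood far from the other 5 of their group in 16 of 170 groups examined, where chance gives about 8.5. *M-Smo* replicate 3 had *Cavin2* at 6.99 (others 7.89 to 8.04) and a mean of replication-dependent histones of 8.16 (8.40 to 8.55). *M-Smo* replicate 1 had *Cldn11* at 10.7 (9.19 to 9.68), *Gad2* at 9.01 (7.96 to 8.19), and list means of 7.28 for ventricular zone and unipolar brush cell lineages (6.68 to 6.86), 9.25 for oligodendrocyte precursors (8.71 to 8.87), 6.66 for brain stem and motor neurons (5.85 to 5.93) and 7.77 for cytokines (7.90 to 7.97). *M-Smo* replicate 6 had *Aldh1l1* at 9.98 (9.69 to 9.79), and *M-Smo* replicate 2 had a mean of macrophages and MHC class II of 5.46 (5.62 to 5.70). Among *G-Smo* tumors, replicate 6 had *Lum* at 5.47 (6.06 to 6.33), and replicate 4 had *Pf4* at 6.11 (5.72 to 5.84) and a mean of mitosis genes of 10.4 (10.49 to 10.54). *G-Smo* replicate 5 had *Tyms* at 10.3 (10.02 to 10.11), *Ttr* at 11.9 (6.14 to 6.45) and a mean of ependyma and choroid plexus of 7.10 (6.32 to 6.57).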

How the results depend on the processing

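The 2 alternatives on the genotypes of the irradiated tumors were chosen after seeing the data, and all others were set beforehand. No called value changed sign under any alternative among the lists or the 136 single genes followed, of which 74 changed their call under none and 11 of 48 called ones kept it under all (*Prm1*, *Isl1*, *Rnf43*, *Slc6a13*, *Gm20559*, *Galntl6*, *Padi2*, *Pax2*, *Slc22a6*, *Dcn* and *Lyve1*). Over the 12 arrays left out in turn, 104 gene calls were lost and 11 gained. The 1057 probe sets that differed between untreated genotypes ranged from 1011 to 1480 under median centring, quantile normalization, 1 symbol, identical probe sets counted once, trend and robust, array weights and the methods' test. They were 1881 with the filter at the 40th percentile, 7840 with the methods' test at an unadjusted p, 420 with the sex score, 152 at an adjusted p under 0.01, and 367 (without *G-Smo* replicate 5) to 942 with 1 array left out. The 64 with 2-fold or more were 29 with 1 symbol, 104 at an unadjusted p, 260 at 1.5-fold, 34 at an adjusted p under 0.01, 50 to 89 with 1 array left out, and 48 to 70 under the rest apart from the block. Fewer probe sets were tested with the filter and with 1 symbol, and fewer arrays when one was left out; for the other changes the cause was not tested. The correlation of mean profiles was 0.989 with the filter and 0.995 to 0.997 otherwise.

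With the replicate number as a block, 113 probe sets differed between untreated genotypes and 34 by 2-fold or more, and over all tumors 4 differed, 2 of them by 2-fold or more. The interaction gave 2 and the irradiated genotypes 0, and with the block as a random effect the xRT comparison over both genotypes gave 0. Tumors that share a number correlated at -0.14 to 0.11 in their deviations, and 1 of 6 correlated best with its own number. No shared source shows in these values, but 6 pairs cannot exclude one.

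For the 1019 probe sets in irradiated tumors, the methods' test at an unadjusted p gave 56 for genotype in irradiated tumors, 103 for genotype over all (2 by 2-fold or more), 99 for xRT over both (1 by 2-fold or more), 92 for xRT in *G-Smo*, 83 in *M-Smo* and 91 for the interaction. After adjustment it gave 0 for genotype over all, 1 for xRT in *M-Smo* and 1 for xRT over both, which was higher after xRT where limma's call was lower. An adjusted p under 0.01 left 0 for genotype over all and 0 for xRT over both, and 1.5-fold gave 1 for each. The call for xRT over both was lost (0) under quantile normalization, the filter, and trend and robust. With genotypes as in the assignment that returns the paper's p, 7 differed in irradiated tumors (5 by 2-fold or more) and 44 over all (3). With only the 6 irradiated tumors alike in both, 1 differed (1), 14 over all (3) and 0 for xRT over both. With 1 array left out the counts were 0 to 5 for genotype over all (0 to 1 by 2-fold or more), 0 to 2 for xRT over both, 0 to 1 for xRT in *G-Smo* and in *M-Smo* and for the interaction, and 0 throughout for irradiated genotypes.

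No list passed camera with an estimated correlation, and of 484 such tests under the alternatives 1 passed, for endothelial cells with the sex score (-0.22, adjusted p = 0.0368). With a preset correlation these medians passed: p53 targets 0.056, mitosis 0.16, S phase 0.051, SHH pathway 0.11, ventricular zone and unipolar brush cell lineages -0.56, oligodendrocyte precursors -0.19, myelinating oligodendrocytes -0.79, astrocytes -0.34, endothelial cells -0.20, fibroblasts and meninges -0.32, macrophages and MHC class II -0.15 and cytokines -0.14 (-0.084 without *G-Smo* replicate 6). Without *M-Smo* replicate 1 the S phase median was 0.027. With fry the same lists passed apart from mitosis and S phase, and so did erythrocytes at -0.23. The fit over all 24 arrays could cover only 1019 probe sets for untreated genotypes (1 differed with the labels, 16 with the assignment) and so gives no count over 41345. Settings of 1 symbol and the sex score were not run for irradiated tumors, since no such probe sets have values there, and the list tests were not run with the methods' test. Dim probe sets and the number of arrays limit what small differences can be seen.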

Differences from the paper's values

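The assignment of genotypes named below was chosen after seeing the values, as the 1 that returns the paper's p-values of Supplementary Data 3, and all other alternatives in this part were set beforehand.

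The paper counts 64 probe sets that differ between untreated *G-Smo* and *M-Smo* tumors and states no fold threshold in its text, while 1057 differed here at an adjusted p under 0.05 without a fold threshold. No alternative set before the data were examined came within the paper's count without a fold threshold: they gave 113 with the replicate block, 152 at an adjusted p under 0.01, 367 to 942 with 1 array left out, 420 with the sex score, and 1011 to 7840 under the others. With a 2-fold threshold the count here is 64, and it stayed within 1.5 times of the paper's under the settings that gave 48 to 70 and with any 1 array left out (50 to 89), but not with 1 symbol (29), the unadjusted p (104), the block (34), 1.5-fold (260) or an adjusted p under 0.01 (34).

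For *Prm1* the paper's p in Supplementary Data 1 is 5.08e-22, against an unadjusted p of 3.94e-15 from limma over the 12 untreated arrays and 1.67e-12 from the methods' test on the same arrays, so neither falls within the paper's. The paper's p-values lay below those of the 12 untreated arrays for 59 of 63 probe sets of that table, while the folds were within 0.01 of the paper's for all 63. The paper's test may have used more arrays than these 12. For the 3 probe sets below, a fit over all 24 arrays with the assignment chosen after seeing the values returned its p. *Prm1* has no values in irradiated arrays, so that fit could not be run for it.

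For 3 probe sets of Supplementary Data 1 that have values in all 24 arrays, none with a symbol, the paper's p-values are 2e-09, 8.7e-08 and 1.44e-06, against 8.62e-09, 3.55e-09 and 3.25e-06 from limma over the untreated arrays. With the labels of the irradiated tumors, the methods' test over 24 arrays gave 0.000192, 0.000742 and 0.000503. For 2 unnamed probe sets of Supplementary Data 3, the paper's p for genotype is 0.157 and 0.0615, against 0.00133 and 0.00344 here, and its p for the interaction is 0.000232 and 0.00026, against 0.0543 and 0.0141. The methods' test with the labels, the alternative run for these p-values, gave 0.00202 and 0.00354 for genotype and 0.061 and 0.0138 for the interaction, which do not fall within the paper's either. The assignment of the irradiated tumors to genotypes that was chosen after seeing the values returns all 9 p-values compared within 0.15%, those of Supplementary Data 3 because it was chosen by them, and it drops none of the paper's 5 probe sets.

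In its Supplementary Data 1 the paper lists *4930481A15Rik*, *Sncg* and 1 unnamed probe set that did not pass here (adjusted p = 0.0591, 0.0788 and 0.0506 from limma). *4930481A15Rik* passed with the filter at the 40th percentile, with 1 symbol, with trend and robust, with array weights and without *M-Smo* replicate 1 or 2, and *Sncg* with the filter, with the sex score and without *M-Smo* replicate 1 or 2. *Mag*, *Mobp* and 2 unnamed probe sets passed here with 2-fold or more and are not in the copy at hand, which holds 63 of the 64 lines. The paper speaks of Supplementary Data 3 as probe sets altered by xRT, and the copy at hand is ordered by the p of the interaction, at most 0.000954, with a treatment p under 0.05 in 36 of the 72 lines that it holds of the paper's 74, and *Cdkn1a*, *Trp53inp1* and *Bbc3* are not among these 72.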

Other observations

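The tests of the genotype labels of irradiated tumors were chosen only after the pattern in their levels was seen, and the splits of the arrays were set beforehand. *Hoxa2*, *Hoxb3* and *Slc6a5* were named after their values were seen.

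Of 9 measured genes of ventricular zone and unipolar brush cell lineages, 1 was lower in untreated *G-Smo* tumors and none was higher at an adjusted p under 0.05 from limma, and 8 did not pass (1 higher and 7 lower when adjusted over the list alone; adjusted p = 0.222 with an estimated correlation). *Pax2*, a transcription factor of inhibitory interneuron precursors, was at 5.87 ± 0.29 (SD, n = 6) in *G-Smo* and 6.75 ± 0.18 (SD, n = 6) in *M-Smo* tumors, a log2 difference of -0.87 (adjusted p = 0.00668) with 6 of 6 *G-Smo* tumors below every *M-Smo* tumor. *Gad2*, an enzyme of GABA synthesis, differed by -0.80 (adjusted p = 0.0591, and 0.0349 to 0.0471 under the filter, with 1 symbol, with trend and robust settings and with array weights). Among 30 p53 targets in untreated tumors, *Btg2*, an antiproliferative gene, was higher in *G-Smo* tumors by 0.50 (adjusted p = 0.0182, and 0.0606 with the sex score), none was lower and 29 did not pass (2 higher when adjusted over the list alone; adjusted p = 0.284 with an estimated correlation). The p53 targets that the paper names for its irradiated tumors differed before xRT by -0.16 for *Cdkn1a* (adjusted p = 0.316), 0.084 for *Trp53inp1* (adjusted p = 0.554) and 0.052 for *Bbc3* (adjusted p = 0.802).

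Of 9 measured genes of a fixed list of cytokines, 3 were lower in untreated *G-Smo* tumors, none was higher and 6 did not pass (4 lower when adjusted over the list alone; adjusted p = 0.222 with an estimated correlation). *Cxcl14*, whose value in Supplementary Data 1 had been seen beforehand, differed by -1.07 (standard error 0.13, adjusted p = 0.00227) and *Cxcl12*, the ligand of CXCR4, by -0.42 (standard error 0.070, adjusted p = 0.0116). *Mif*, which the paper reports as higher in *G-Smo* tumors by scRNA-seq, differed by -0.20 in these bulk arrays (adjusted p = 0.0489), a call lost without any 1 of the 12 tumors (adjusted p = 0.052 to 0.109) and with the sex score (adjusted p = 0.0972), and *Igf1* differed by -0.074 (adjusted p = 0.771). *Ttr*, an abundant transcript of the choroid plexus, was at 7.23 ± 2.28 (SD, n = 6) in *G-Smo* and 11.12 ± 2.44 (SD, n = 6) in *M-Smo* tumors (adjusted p = 0.11), high in 5 of 6 *M-Smo* tumors and 1 of 6 *G-Smo* tumors, and it passed without *G-Smo* replicate 5 or *M-Smo* replicate 5. None of the 11 measured genes of ependyma and choroid plexus, 5 of Purkinje cells, 20 of immediate early and stress response, 2 of erythrocytes and 4 sex-linked genes passed (adjusted over the list alone, 1 lower among erythrocytes and none elsewhere; adjusted p = 0.486, 0.486, 0.616, 0.284 and 0.486 with an estimated correlation). *M-Smo* replicate 1 held the hindbrain genes *Hoxa2* at 7.34 (4.91 to 5.37 in the other *M-Smo* tumors) and *Hoxb3* at 6.87, and *Slc6a5*, the glycine transporter of inhibitory neurons, at 9.85.

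The third pattern is in the irradiated arrays, where 3 unnamed probe sets that differ between untreated genotypes follow odd and even replicate numbers and not the genotype labels. Of all assignments of these 12 arrays to 2 genotypes of 6, exactly 1 returns the p-values of Supplementary Data 3 within 1%, and it also returns those of Supplementary Data 1 for the 3 probe sets, takes odd numbers as *G-Smo*, and differs from the labels in 6 of 12 arrays. An effect of xRT on these probe sets is argued against by the other 1014 probe sets, whose genotype differences in irradiated and untreated tumors correlated across probe sets at 0.327 with this assignment (rank 16 among all assignments) and at 0.0831 with the labels (rank 308). Genotypes exchanged between the labels of some irradiated arrays are therefore a candidate explanation, found and tested on the same data. In 17201079, 17201203 and 17201235 the odd-numbered tumors lay at 8.58, 6.49 and 5.64 or above. Untreated *M-Smo* tumors lay at 7.70, 5.70 and 5.06 or below. The even-numbered tumors reached at most 7.94, 5.73 and 5.30, under the lowest untreated *G-Smo* levels of 8.73, 7.27 and 5.94. With the correlations above, these levels argue against an exchange in the published tables, for the probe sets covered. No other record of the genotypes was checked. *Prm1*, which marks the *hGFAP-Cre* transgene, and every other named gene were not analysed here in irradiated tumors, and the main values keep the labels.

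Splits of the same arrays were also run for the results on 1019 probe sets, 100 for each. For the 1 probe set that differed with xRT over both genotypes, 3 splits gave as many and the highest other gave 2, more than the real count. Their share, the real split included, lay under the bound set beforehand. Other splits also reached the count, so chance cannot be excluded for it. The call was lost under quantile normalization, under the filter, with trend and robust settings and with the methods' test. The count changed for 18 of 24 tumors left out (0 to 2). Chance cannot be excluded for the 1 that differed between genotypes over all tumors (7 splits gave as many, and the highest other gave 2). Where the real count was 0, all 100 splits give as many whatever the data, so the splits say nothing about chance: this holds for irradiated genotypes with and without 2-fold (highest other 3 for each), for genotype over all and xRT over both with 2-fold (highest other 0 for each), for the interaction (highest other 8), and for xRT within tumors labelled *G-Smo* (highest other 2) and *M-Smo* (highest other 3).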
